# Microenvironmental Regulation of Macrophage Transcriptomic and Metabolomic Profiles in Pulmonary Hypertension

**DOI:** 10.3389/fimmu.2021.640718

**Published:** 2021-03-31

**Authors:** Min Li, Suzette Riddle, Sushil Kumar, Joanna Poczobutt, B. Alexandre McKeon, Maria G. Frid, Maureen Ostaff, Julie A. Reisz, Travis Nemkov, Mehdi A. Fini, Aya Laux, Cheng-Jun Hu, Karim C. El Kasmi, Angelo D’Alessandro, R. Dale Brown, Hui Zhang, Kurt R. Stenmark

**Keywords:** adventitial fibroblast, macrophage, transcriptomic, metabolomics, mitochondria, C-terminal binding protein-C, pulmonary hypertension

## Abstract

The recruitment and subsequent polarization of inflammatory monocytes/macrophages in the perivascular regions of pulmonary arteries is a key feature of pulmonary hypertension (PH). However, the mechanisms driving macrophage polarization within the adventitial microenvironment during PH progression remain unclear. We previously established that reciprocal interactions between fibroblasts and macrophages are essential in driving the activated phenotype of both cell types although the signals involved in these interactions remain undefined. We sought to test the hypothesis that adventitial fibroblasts produce a complex array of metabolites and proteins that coordinately direct metabolomic and transcriptomic re-programming of naïve macrophages to recapitulate the pathophysiologic phenotype observed in PH. Media conditioned by pulmonary artery adventitial fibroblasts isolated from pulmonary hypertensive (PH-CM) or age-matched control (CO-CM) calves were used to activate bone marrow derived macrophages. RNA-Seq and mass spectrometry-based metabolomics analyses were performed. Fibroblast conditioned medium from patients with idiopathic pulmonary arterial hypertension or controls were used to validate transcriptional findings. The microenvironment was targeted *in vitro* using a fibroblast-macrophage co-culture system and *in vivo* in a mouse model of hypoxia-induced PH. Both CO-CM and PH-CM actively, yet distinctly regulated macrophage transcriptomic and metabolomic profiles. Network integration revealed coordinated rewiring of pro-inflammatory and pro-remodeling gene regulation in concert with altered mitochondrial and intermediary metabolism in response to PH-CM. Pro-inflammation and metabolism are key regulators of macrophage phenotype *in vitro*, and are closely related to *in vivo* flow sorted lung interstitial/perivascular macrophages from hypoxic mice. Metabolic changes are accompanied by increased free NADH levels and increased expression of a metabolic sensor and transcriptional co-repressor, C-terminal binding protein 1 (CtBP1), a mechanism shared with adventitial PH-fibroblasts. Targeting the microenvironment created by both cell types with the CtBP1 inhibitor MTOB, inhibited macrophage pro-inflammatory and metabolic re-programming both *in vitro* and *in vivo*. In conclusion, coordinated transcriptional and metabolic reprogramming is a critical mechanism regulating macrophage polarization in response to the complex adventitial microenvironment in PH. Targeting the adventitial microenvironment can return activated macrophages toward quiescence and attenuate pathological remodeling that drives PH progression.

## Introduction

Pulmonary Hypertension (PH) is a progressive and devastating disease characterized by both vascular inflammation and structural remodeling (1–7). Current therapies primarily function as vasodilators and provide symptomatic relief but do not halt progressive remodeling (8). Myeloid leukocytes, especially macrophages, are thought to be primary effectors of inflammation and remodeling in the diseased PH vessel wall (9, 10). Indeed, macrophages are key players in maintaining tissue homeostasis under normal conditions. In pathologic conditions, recruitment of circulating monocyte/macrophages to the pulmonary arterial wall, especially the adventitial compartment, is a prerequisite for vascular remodeling and development of PH (1, 4, 10–17).

A critical observation in humans with PH as well as in various small and large animal models of PH is that macrophage accumulation is largely restricted to the adventitial/perivascular compartment of the vessel wall, implying an important function for the adventitia and adventitial macrophages in the vascular remodeling process in PH pathophysiology (5, 9, 18). It is recognized that the composition of the local tissue microenvironment (i.e., the relative concentrations of metabolites, cytokines, growth factors, oxygen, etc.), which include signals from other cell types in the proximate environment, are critical determinants of macrophage metabolism and function (19–23). Changes in cellular metabolism in macrophages act as critical regulators of macrophage functional response, and are important primary indicators of altered tissue homeostasis (24–27). Macrophages read out microenvironmental signals by undergoing metabolic and transcriptional reprogramming (23, 28, 29). Furthermore, the cellular metabolism of macrophages may directly affect the microenvironment and other cells contained therein through generation and/or depletion of metabolic signals and/or cytokines. Therefore, it is logical to believe that the functional phenotype of resident or recruited macrophages changes dynamically in response to local environmental and metabolic cues. These considerations are likely to be especially important in diseases of chronic and progressive inflammatory-fibrotic remodeling such as PH. It is generally understood that macrophages polarize from quiescence in normal tissue to activated state(s) in response to injurious stimuli. However, little is known of the specific metabolic and transcriptomic re-programming of pulmonary artery adventitial macrophages under homeostatic or pathologic conditions.

A clearly important aspect of homeostatic tissue function with regard to macrophages is their interaction and/or communication with other cell types. In the case of the normal and abnormal pulmonary artery adventitia where macrophages localize, the principal resident stromal cell is the fibroblast. Previous reports from our laboratory have documented that adventitial fibroblasts from animals and humans with PH (PH-Fibs) exhibit an epigenetically altered phenotype characterized by pro-inflammation, anti-apoptosis and high proliferation. These phenotypes are maintained in culture even under normoxic conditions (30). Further, the presence of a miR124-PTBP1 (polypyrimidine tract binding protein 1)-PKM (pyruvate kinase muscle) axis (31) in both bovine and human PH-Fibs results in active metabolic reprogramming toward to an aerobic glycolytic state characterized by increased free NADH (nicotinamide adenine dinucleotide) levels and activation of the transcriptional co-repressor C-terminal binding protein 1 (CtBP1) (32). These pathways collectively integrate fibroblast metabolism with the expression of gene products (Il-1β, IL-6, CCL2/MCP1, and CXCL12/SDF1) involved in PH pathogenesis.

PH-Fibroblasts have the ability to polarize naïve macrophages toward a distinct activated phenotype (19). Importantly, explanted adventitial tissue from animals with PH was also capable of activating macrophages to this phenotype (19). Additionally, these studies revealed that this macrophage activated phenotype is, in part, mediated by PH-Fibroblast-derived paracrine IL-6, a canonical activator of STAT-3 signaling in macrophages (19, 33). This role for IL-6 is interesting and consistent with the fact that it has been widely reported to be an important cytokine in the pathogenesis of PH in patients and animal models. However, IL-6 production alone (by one cell type or many) may not be solely responsible for PH disease outcome (34). A recent study has demonstrated that targeting IL-6 fails to abrogate the pulmonary hypertensive response (35). An alternative idea has been proposed, namely, that a positive feedback loop or interactive communication between activated fibroblasts and macrophages contributes to the chronic, perpetuated inflammation observed in PH. Supporting evidence for this concept comes from studies showing that an activated phenotype of tumor-associated macrophages, characterized by increased expression of arginase-1, HIF-1, and VEGF, derives from paracrine signals generated by cancer cells (28, 36).

We propose to examine the possibility that macrophages undergo distinct transcriptomic and metabolomic programing in response to and in coordination with signals generated from fibroblasts in both control and pulmonary hypertensive adventitial microenvironments to either maintain homeostasis or adapt to disease.

Collectively, our studies provide the first comprehensive analysis of the macrophage transcriptomic and metabolic phenotype that is generated in response to the complex signals derived from fibroblasts in the adventitia to which monocyte/macrophages are recruited in PH. They further provide evidence that targeting the fibroblast-macrophage interaction at the level of abnormal metabolism *via* inhibiting the metabolic sensor CtBP1 within this microenvironment could be useful as a method for abrogating persistent inflammation in PH.

## Materials and Methods

Materials and methods are summarized here; further detailed procedures are provided in the **Supplementary Material**.

### Animals

Neonatal male Holstein calves were exposed to hypobaric hypoxia for 2 weeks, while age-matched controls were kept at ambient altitude.

All mice were C57bl6/J background. Wildtype and *Hif1α* ^fl/fl^;LysMcre were purchased from Jackson Laboratories (Bar Harbor, Maine, USA). Mice were kept at simulated sea level altitude for one week after arrival. Mice were then randomly separated into three groups: 1) sea level normoxia, 2) hypoxia + PBS, and 3) hypoxia + 4-methylthio-2-oxobutanoic acid (MTOB). Hypoxic groups were placed in hypobaric hypoxic chambers for 4 days, corresponding to the peak of macrophage recruitment and inflammation observed previously.

### Cell Culture

Adventitial fibroblasts from distal pulmonary arteries of calves were isolated by explant culture. Human pulmonary artery fibroblasts were derived from patients with idiopathic PAH or from control donors undergoing lobectomy or pneumonectomy. All cells were cultured under ambient (Denver) normoxic conditions. Conditioned media (CM) was collected after 1 day of growth when the cells were greater than 85% confluent at the time of collection. Immediately prior to use, CM was supplemented with 10%FBS,enotoxin levels < 0.3 EU. Macrophages were treated with media conditioned by CO-Fibs (CO-CM) or PH-Fibs (PH-CM) or left untreated (UNX) for 18 hours for RNA isolation. For co-culture, PH-Fibs were either left untreated or pre-treated with CtBP1 inhibitor, MTOB. Prior to exposing BMDM to pre-treated PH-Fibs culture, the media was supplement with 1/3 final volume of fresh media, with or without drug. The BMDMs were exposed to PH-Fibs through a Transwell system for 18hrs prior to harvest.

### Mouse Lung Interstitial/Perivascular Macrophage Preparation and Flow Cytometry

Interstitial/perivascular macrophages were isolated by flow cytometry from total lung digests using the following gating strategy: Debris, doublets and dead cells were excluded, intravascular cells were removed by sorting against pre-injected intravenous CD45 antibody, macrophages were identified by sorting on CD64, and then interstitial/perivascular macrophages were separated from alveolar macrophages by high-CD11b/low-CD11c vs. high-CD11c/lowCD11b, respectively.

### RNA Sequencing (RNA-Seq) and Bioinformatics Analysis

RNA-Seq library preparation and sequencing were conducted using a NuGen universal plus mRNA-Seq kit. Sequencing was performed on Illumina NovaSEQ6000 system, using the paired-read 2x150 cycle option. RNA-Seq reads were generated using Illumina NovaSEQ6000 analysis pipeline. In this study we also included our previously published interstitial macrophage raw data (13), archived at https://www.ebi.ac.uk/ena/data/view/PRJNA345360. The read quality of all the samples were checked using FastQC v0.11.5. Adapter trimming, quality control, and base correction were performed by AfterQC. EdgeR in R was used for data normalization and differential expression analysis of RNA-Seq expression profiles with biological replication. The Benjamini-Hochberg procedure was used to control the false discovery rate (FDR), and a cut-off criterion of FDR ≤ 0.05 was applied to identify differentially expressed genes. Individual gene expression was calculated as ‘reads per kilobase per million mapped reads’ (RPKM).

### Quantitative RT-PCR

Quantitative Real-Time PCR was performed using either TaqMan probes or SybrGreen primers (**Supplemental Table 1**).

### Ultra-High Pressure Liquid Chromatography-Mass Spectrometry-Based Metabolomics Analyses

BMDMs were treated with CO-CM, PH-CM, or left untreated for 18hrs, and then pelleted and lysed at a concentration of 3 x 10^6^ cells/ml in ice-cold buffer for analysis. The analytical platform employs a 5 minute C18 gradient on a Vanquish UHPLC system coupled to a Q Exactive mass spectrometer in positive and negative ion modes (separate runs).

### Integration of Transcriptional and Metabolic Data

RNA-Seq and metabolomics data of BMDMs treated with CO-CM or PH-CM were analyzed together using MetaboAnalyst (https://www.metaboanalyst.ca/). All differentially expressed genes and metabolites after treatment with conditioned media were uploaded to generate overall interaction networks. For specific metabolite modules, all metabolites detected in the specific pathway were uploaded regardless of their differential expression and analyzed with all differentially expressed genes to create a complete subnetwork.

### Measurement of Glycolysis and Oxygen Consumption Rate by Seahorse Analysis

The Seahorse Bioscience XF96 Extracellular Flux analyzer (Agilent, North Billerica, MA, USA) was used to evaluate the mitochondrial respiration of BMDMs by measurement of oxygen consumption rate (OCR) and extracellular acidification rate (ECAR). These studies were supported in part by the Molecular and Cellular Analytical core in the Colorado Nutrition Obesity Research Center (P30 DK48520).

### Fluorescence Lifetime Imaging Microscopy (FLIM)

BMDMs were treated with PH-CM for 18hrs prior to measurement of intracellular NADH levels by fluorescence lifetime imaging microscopy (FLIM). FLIM of two-photon excited NADH was performed at the UCD Advanced Light Microscopy Core to directly quantitate NADH level in cells.

### Assessment of NADH/NAD+ Ratio

NADH/NAD+ ratio was determined using modified methods of Williamson (37), which is based on the enzymatic cycling reaction (Pyruvate + NADH + H+ ↔ Lactate + NAD+) and was performed as previously described (38).

### Immunostaining Staining

5 μm lung tissue sections were stained with primary antibodies against mouse, bovine and human CtBP1, macrophage marker CD68 and tenascin C (TNC). Immunolabeled sections were examined under a Zeiss fluorescent microscope, and images were acquired using AxioVision digital imaging system. Human pulmonary artery specimens from rejected normal donors (n=3) and patients with pulmonary (arterial) hypertension (PH/PAH) (n=5) (see **Supplemental Table 2** for detailed description of clinical characteristics, demographics and pathological diagnoses) were obtained from Pittsburg University Tissue Bank. Samples were de-identified and were used secondarily after other collection purposes. Pittsburg University Tissue Bank has obtained permission to study the tissues obtained.

### Statistical Analysis

Prism software version 7 (GraphPad, Software, Inc, www.graphpad.com) was used for t-test, one-way, or two-way ANOVA followed by Bonferroni post-test analysis for multiple comparisons. Values were expressed as mean ± SEM. For basic comparisons of two Gaussian distributed sample sets, we used Student’s unpaired, two-tail t-tests. When comparing multiple groups, the respective ANOVA (one way when comparing one characteristic, or two ways if two dependent variables were involved) was performed. P-values were subject to multiple testing adjustments using Bonferroni correction. Differences with *p* values less than 0.05 were considered statistically significant.

## Results

### Conditioned Media From Control and Pulmonary Hypertensive Adventitial Fibroblasts Elicit Distinct Macrophage Phenotypes and Transcriptional Profiles

Previous work from our group demonstrated that PH-Fibs exhibit a persistently activated phenotype with increased production of cytokines, growth factors and the aerobic glycolysis end product, lactate (30, 32). We also established that an IL6/STAT3/HIF signaling pathway is involved in macrophage activation by PH-Fibs (19). We thus evaluated the effects of a combination of IL6+Lactate on macrophage gene expression, compared with the effects of whole PH-Fib conditioned medium. We found that even though IL6, lactate, or IL6+lactate can stimulate *IL1b*, *Vegf, Arg1, Asl* and *Ass1* gene expression in BMDM, the level of the induction is far less than that of complete PH-CM (**Supplemental Figure 1**). This result motivated us to comprehensively evaluate how macrophages and recruited monocytes respond to the complex adventitial microenvironmental signals created in part by adventitial fibroblasts in physiologic or pathologic settings. We treated naïve mouse BMDMs with cell culture media conditioned by adventitial fibroblasts isolated from either pulmonary hypertensive (PH-CM) or age-matched control neonatal calves (CO-CM), and performed RNA-Seq analysis. 

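RNA was sequenced from 9 libraries of BMDMs, which are macrophages grown from mouse bone marrow in medium with CSF1 at 50 ng/ml. Of these, 3 were left untreated (UNX), 3 were treated with CO-CM and 3 with PH-CM, and the conditioned medium of each kind was pooled from 5 fibroblast populations, so the replicates are repeats of the macrophage culture and not separate calves. The paper gives a treatment time of 18 h for RNA isolation and 2 mM glutamine in the growth medium, whereas the sample labels give 16 h in one place and 24 h in another, and 5 mM glutamine. The authors aligned the reads to the mouse genome GRCm38 with STAR, counted them on the exons of each gene with featureCounts and deposited these raw counts, together with RPKM values and the tables of their own edgeR comparisons. The paper lists the options of featureCounts, and none of them is for strand, for read pairs or for reads that meet several genes. Among counts under 20, between 81.4% and 83.8% per library were even, so each mate of a pair was taken to be counted on its own, and a count then stands for fewer independent fragments than reads. How reads on overlapping genes were counted then rests on the defaults of the program, so the counts of such genes are less certain. The overlapping partners of a gene that passed the filter are therefore named where it is first given. Untreated libraries held between 62017933 and 84314201 reads (median 73898895), CO-CM libraries between 68317274 and 73049365 reads (median 69264567) and PH-CM libraries between 63493877 and 66935070 reads (median 64348861) counted on genes. Starting from the raw counts, the 11950 of 53465 genes with a CPM (counts scaled to the size of the library) above 1 in at least 3 libraries were normalized by TMM and tested with edgeR's quasi-likelihood test in one fit of all 9 libraries. The FDR is the Benjamini-Hochberg adjusted p of that test over those genes. A gene was called differentially expressed at an FDR of at most 0.05 and a fold change of at least 1.2, the thresholds of the paper. With 3 libraries against 3, an exact rank or permutation test cannot give a two-sided p below 0.1, so the calls rest on the spread that edgeR estimates across genes.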

After data processing as described in the methods and shown in **Supplemental Figure 2**, the results demonstrated that both CO-CM and PH-CM had significant, yet vastly different, effects on gene expression in BMDMs (**Figure 1**). 

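Compared with untreated BMDMs, 7534 genes were called under PH-CM (3746 higher and 3788 lower) and 6806 under CO-CM (3351 higher and 3455 lower) at an edgeR FDR of at most 0.05. PH-CM and CO-CM compared directly gave 3244 called genes, 1457 higher and 1787 lower under PH-CM. The choice that moved these counts most was the fold change threshold: at 2 in place of 1.2, the counts were 2153, 1655 and 612. The balance of directions moved with the scaling: under CO-CM, upper-quartile factors gave 3892 higher and 3015 lower, and library size alone 2823 and 4000. Under PH-CM they gave 3950 higher and 3609 lower, and 3377 and 4178. Between the media they gave 1265 higher and 2055 lower under PH-CM, and 1554 and 1696. Under both media 5754 genes were called, 5599 in the same direction and 155 in opposite directions. A further 1052 genes were called under CO-CM only, 1780 under PH-CM only and 3364 under neither. Of the 5599 genes with the same direction, 1493 also differed between PH-CM and CO-CM, and 3729 had the larger change under PH-CM. In the authors' deposited tables, 5965 genes are shared, 5794 of them in the same direction, with 1101 under CO-CM only and 1795 under PH-CM only. Of the genes called here under PH-CM and under CO-CM, 7353 and 6524 are also called in the authors' deposited tables. Because the same untreated libraries enter both comparisons, the changes under the 2 media are related even where neither medium acts. Across the 11950 genes, which are not independent replicates, the log2 fold changes under CO-CM and PH-CM correlated with r = 0.838, and 85.7% had the same sign. In 20 simulated data sets with unchanged groups set against the same untreated libraries, r was 0.492 on average and at most 0.542, with 66.6% of genes on the same side on average. In those data sets edgeR's quasi-likelihood test called 0 genes in common, with on average 566 genes at an unadjusted p under 0.05 for the group in place of PH-CM and 586 for the group in place of CO-CM, and no other tool was run on them. With separate untreated libraries for each medium, the observed r was between 0.785 and 0.828. From its own processing of these libraries, shown in Figure 1, the paper states that both conditioned media alter gene expression in BMDMs and that they do so differently.

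**Figure D1:**
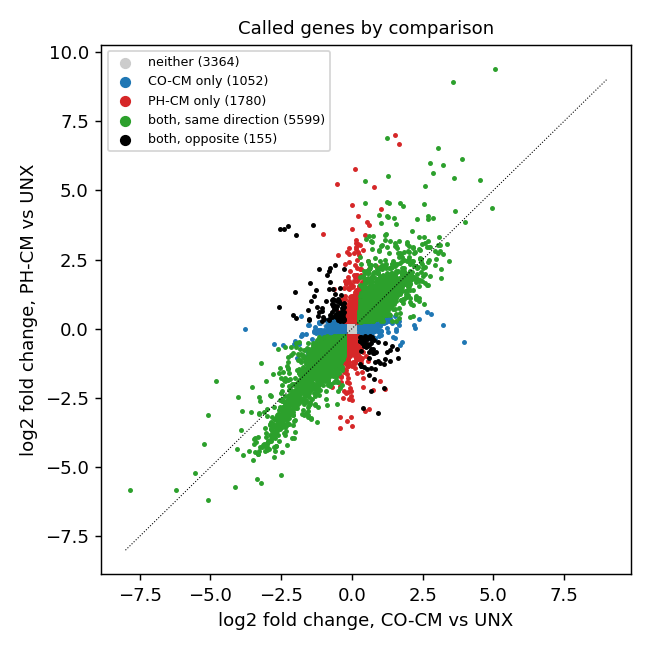
Log2 fold change of each of the 11950 tested genes under CO-CM (x axis) and under PH-CM (y axis), both against untreated BMDMs. Green points are the 5599 genes called under both media in the same direction, black points the 155 called in opposite directions, blue points the 1052 called under CO-CM only, red points the 1780 called under PH-CM only and grey points the 3364 called under neither; the dotted line marks equal change.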

Principal component analysis (PCA, **Figure 1A**) of all 12,191 genes showed overall separation of CO-CM and PH-CM treated BMDMs from untreated BMDMs. 

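The principal components were computed on log2 CPM of the 11950 genes tested, with TMM normalization and a prior count of 2, each gene centred on its mean and not scaled. The first component held 74.4% of the variance and the second 17.1%. On the first component, untreated libraries lay between -65.6 and -56.5, CO-CM libraries between 11.6 and 19.8, and PH-CM libraries between 40.5 and 47.3, so the gaps between the groups were wider than the range within any of them. The second component set CO-CM libraries (-30.4 to -26.5) apart from PH-CM libraries (21.1 to 21.7), with untreated libraries in between (4.95 to 11.8). The filter on low counts moved the first percentage most: with every gene that had at least 1 read, the first component held 40.7%. The second percentage moved most without UNX replicate 1, to 20.99%. With each gene scaled to unit variance, the first component held 59.6% and the second 19.9%.

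**Figure D2:**
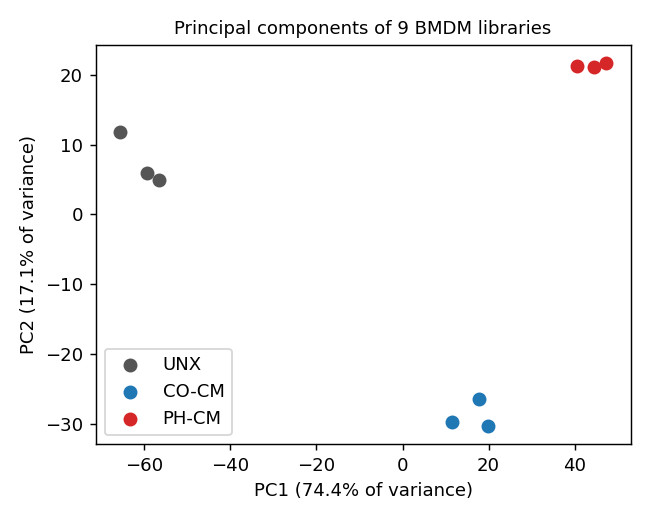
First and second principal components of the 9 BMDM libraries (log2 CPM), with the percent of variance on each axis and 1 point per library. Untreated libraries lie below -56 on the first component and PH-CM libraries above 40, with the CO-CM libraries between them and lowest on the second.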

Each dot represents RNA-Seq data from biological triplicates.

**Figure 1:**
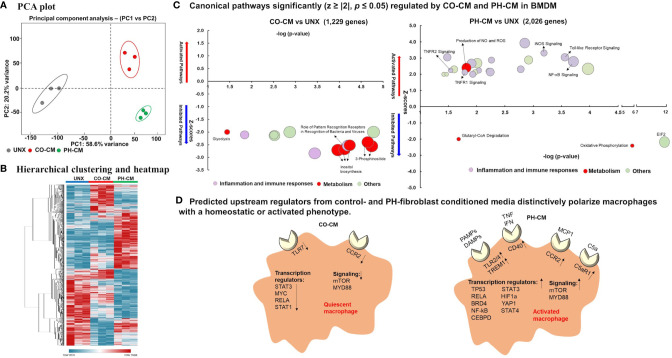
Control and pulmonary hypertensive adventitial fibroblast conditioned media actively, yet differently, regulate macrophage gene profile. Naïve bone marrow derived macrophages (BMDMs) were treated with media conditioned by pulmonary artery adventitial fibroblasts isolated from 2-week old hypoxia induced pulmonary hypertensive (PH-CM) or age-matched control calves (CO-CM), or left untreated (UNX). 12,191 genes met quality control standards and with count greater than 1. **(A)** Principal component analysis (PCA) showing overall separation of CO-CM and PH-CM treated BMDMs from untreated BMDMs. Each dot represents RNA-Seq data from biologic triplicates. **(B)** Heat-map showing unsupervised hierarchical clustering of genes from RNA-seq that are uniquely regulated by CO-CM or PH-CM and analyzed by Ingenuity Pathway Analysis (IPA). **(C)** The significantly regulated canonical pathways of BMDMs by these genes demonstrated that CO-CM (left) and PH-CM (right) have very different effects on regulating BMDM phenotypes. The pathways were selected with p ≤ 0.05, absolute Z ≥ 2. The size of the bubble indicates the number of genes in that pathway. **(D)** IPA predicted upstream regulators in CO-CM (left) and PH-CM (right) treated BMDMs (p ≤ 0.05, absolute Z ≥ 2). Upstream Regulators are transcripts, proteins, or metabolites that are predicted based on the downstream targets identified by RNA-seq. The upstream regulators from CO-CM included: 1) decreased receptors of CCR2 and TLR7, 2) decreased transcription regulators, and 3) decreased signaling pathways. In contrast, the upstream regulators from PH-CM included: 1) increased receptors for pathogen-associated molecular pattern molecules (PAMPs) and damage-associated molecular patterns (DAMPs) (Toll-like receptors, TREM1) and other receptors (CD40, CCR2, C5aR1), 2) increased transcription regulators, and 3) increased signaling pathways.

The top 30 genes up-regulated by PH-CM and the top 30 genes down-regulated by CO-CM compared to untreated BMDMs are shown in **Table 1**. PH-CM remarkably stimulated the expression of genes involved in inflammation [*Ackr3/Cxcr7* (a receptor for SDF1) and Il1b], metabolism [*Arg2, Slc36a2, and Slc7a11* (cysteine/glutamate transporter)], and cell recruitment/adhesion as well as vascular/extra cellular matrix (ECM) remodeling (*Thbs1, Itga1*/Integrin alpha-1, *Vcan*/Versican and *Pcam1*). 

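Of the 30 genes that Table 1 lists under PH-CM, 27 passed the filter on low counts, and 27 were called higher under PH-CM than in untreated BMDMs. Adjusted over the list alone the count was also 27, which is not independent evidence because the paper chose the list on these libraries. Bex1, Mefv and Dnah2 fell below the filter. Thbs1 (ENSMUSG00000040152, chromosome 2 from 118111876 to 118127133 of GRCm38, 22 exons) encodes the matrix protein thrombospondin-1 and overlaps Gm29233. It had 68.7 ± 13.3 CPM (SD, n = 3) in untreated and 8142 ± 684 (SD, n = 3) in PH-CM libraries, a log2 fold change of 6.89 (SE 0.22, edgeR FDR 2.12e-09). Il1b (ENSMUSG00000027398, chromosome 2 from 129364570 to 129371139, overlapping Il1bos) had 0.154 ± 0.0532 CPM (SD, n = 3) in untreated and 9.77 ± 2.64 (SD, n = 3) in PH-CM libraries, a log2 fold change of 6.00 (SE 0.52, edgeR FDR 2.28e-06). Itga1 (ENSMUSG00000042284, chromosome 13 from 114953096 to 115101964, overlapping Gm49395) had 0.405 ± 0.0409 CPM (SD, n = 3) in untreated and 18.8 ± 2.44 (SD, n = 3) in PH-CM libraries, a log2 fold change of 5.53 (SE 0.15, edgeR FDR 1.28e-09). Slc7a11 (ENSMUSG00000027737, chromosome 3 from 49892526 to 50443614) had 1.80 ± 0.372 CPM (SD, n = 3) in untreated and 42.0 ± 4.91 (SD, n = 3) in PH-CM libraries, a log2 fold change of 4.56 (SE 0.14, edgeR FDR 1.57e-09). Vcan, on chromosome 13 from 89655312 to 89742509, changed by 5.35 on the log2 scale (edgeR FDR 1.68e-09), Pecam1 by 5.11 (edgeR FDR 1.69e-05) and Slc36a2 by 4.35 (edgeR FDR 5.16e-08). Ackr3, on chromosome 1 from 90203980 to 90216751, and Arg2, on chromosome 12 from 79130777 to 79156301 (overlapping Gm48780 and Vti1b), each had only 8 reads over the untreated libraries, 6 of them in replicate 3, so their size of change is poorly fixed. Ackr3 changed by 6.69 (SE 0.73, edgeR FDR 1.23e-05) and by 7.88 without that library. Arg2 changed by 6.13 (SE 0.50, edgeR FDR 1.29e-06) and by 7.32 without it. In each of these 9 genes all PH-CM libraries lay above all untreated ones, and chance alone separates 3 libraries from 3 in 10% of unchanged genes. Under CO-CM, 21 of the 27 genes were also called higher than in untreated BMDMs (adjusted over the list alone, 21), and 26 of the 27 were higher under PH-CM than under CO-CM. Slc36a2 was the exception, with 2.23 ± 0.256 CPM under CO-CM and 1.48 ± 0.0476 under PH-CM (SD, n = 3), a log2 fold change of -0.59 (edgeR FDR 0.0101).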

The top inhibited genes by CO-CM involve inflammation (*Ccl12, Ccl7*, and *Ccl2*/*Mcp1*), cholesterol metabolism (*Ch25d*), and cell cycle (*Ccnd1, Ccne2*, and *Mybl2*) supporting the findings in IPA that CO-CM inhibited monocyte recruitment, growth and activation (**Figure 1C**). 

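Of the 30 genes that Table 1 lists under CO-CM, 26 passed the filter and 26 were called lower under CO-CM than in untreated BMDMs (adjusted over the list alone, 26; the paper chose the list on these libraries). Table 1 prints Ccl12 on 2 lines, and the line with the paper's fold of -78.23 was read here as Ccl7, which the Results text names, so these tallies and the values of Ccl7 beside Table 1 rest on that reading. Ambp, Gm26902 and Lipg fell below the filter, and Pcaf was not matched to a gene name in the files. Ccl7 (ENSMUSG00000035373, chromosome 11 from 82045712 to 82047525 of GRCm38) had 128 ± 18.5 CPM (SD, n = 3) in untreated and 1.72 ± 0.700 (SD, n = 3) in CO-CM libraries, a log2 fold change of -6.21 (SE 0.21, edgeR FDR 7.89e-09). Ccl2 (ENSMUSG00000035385, chromosome 11 from 82035571 to 82037453) had 383 ± 48.7 CPM (SD, n = 3) in untreated and 8.18 ± 3.69 (SD, n = 3) in CO-CM libraries, a log2 fold change of -5.55 (SE 0.28, edgeR FDR 6.85e-08). Ccl12 (ENSMUSG00000035352, chromosome 11 from 82101845 to 82103400) had 1094 reads over the untreated libraries and 4 over the CO-CM libraries, a log2 fold change of -7.85 (SE 0.48, edgeR FDR 2.51e-07). The 4 reads were in CO-CM replicate 3, so without that library the gene stands at 0 in CO-CM and the fitted value, -11.40, depends on the prior count and is no bound. Ch25h, on chromosome 19 from 34473778 to 34475164 (overlapping Gm26902), had 2.17 ± 1.64 CPM (SD, n = 3) in untreated and 0.125 ± 0.0543 (SD, n = 3) in CO-CM libraries, a log2 fold change of -4.07 (SE 0.61, edgeR FDR 0.00016), and -3.28 without UNX replicate 1. The cell cycle genes fell as well. Ccnd1 (ENSMUSG00000070348, chromosome 7 from 144929931 to 144939925, overlapping LTO1) had 499 ± 129 CPM (SD, n = 3) in untreated and 28.8 ± 7.56 (SD, n = 3) in CO-CM libraries, a log2 fold change of -4.12 (SE 0.23, edgeR FDR 1.3e-07), while Ccne2, which overlaps Ints8, changed by -3.41 (edgeR FDR 1.5e-07) and Mybl2 by -3.40 (edgeR FDR 1.77e-08). Most of the list was not particular to CO-CM: 25 of the 26 genes were also called lower under PH-CM (adjusted over the list alone, 25). Against untreated libraries, PH-CM changed Ccl7 by -5.82, Ccl2 by -5.22, Ccnd1 by -5.73, Ccne2 by -4.47 and Mybl2 by -4.09 (edgeR FDR between 3.76e-09 and 5.49e-08). The exception was Cass4 (overlapping Gm14455), with 9.74 ± 1.72 CPM in untreated, 0.702 ± 0.315 in CO-CM and 9.79 ± 3.52 in PH-CM libraries (SD, n = 3). Between PH-CM and CO-CM, 7 of the 26 genes were higher and 11 lower under PH-CM. Ccl7 was not among them, with a log2 fold change of 0.39 (edgeR FDR 0.239), but it passed with the replicate number as a block (0.40, FDR 0.0435) and without CO-CM replicate 3 (0.78, FDR 0.00962), the FDR over all alternatives running from 0.00962 to 0.525. Ccl2 was at 0.32 (edgeR FDR 0.36) and passed without CO-CM replicate 3 (0.75, FDR 0.013; over all alternatives 0.013 to 0.803).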

We compared the genes induced by PH-conditioned media to genes previously reported to characterize M1 vs. M2 macrophage phenotypes. We identified a distinct phenotype in PH-CM stimulated macrophages which exhibited a multi-dimentional phenotype with increased expression of both M1 and M2 marker genes (**Supplemental Figure 3**).

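The marker genes that the paper compared are shown in Supplemental Figure 3, from which no list was read. Lists of 19 M1 and 19 M2 markers were instead written from general knowledge before the data were examined. Of these, 11 M1 and 12 M2 markers passed the filter on low counts, and Nos2, Il6, Il12a, Il12b, Retnla, Chil3 and Il10 were among those below it. Compared with untreated BMDMs, 6 M1 markers were called higher under PH-CM and 4 lower, and 3 M2 markers higher and 6 lower. Adjusted over the list alone, the counts did not change. Among M1 markers, Cd86 (ENSMUSG00000022901, chromosome 16 from 36603869 to 36666081 of GRCm38) had 4.34 ± 0.733 CPM in untreated, 4.91 ± 0.805 in CO-CM and 24.4 ± 1.97 in PH-CM libraries (SD, n = 3 each), a log2 fold change of 2.50 under PH-CM (SE 0.14, edgeR FDR 1.06e-07). Cd80 changed by 1.75 (edgeR FDR 2.7e-08), Ptgs2 by 3.20 (edgeR FDR 4.05e-06) and Socs3 by 2.46 (edgeR FDR 4.12e-07), and Il1b was also higher. Fcgr1 was at 0.38 (edgeR FDR 0.0293, over the alternatives 0.000425 to 0.119) and was not called without UNX replicate 1 (0.0823), UNX replicate 2 (0.0676), PH-CM replicate 2 (0.119) or PH-CM replicate 3 (0.111). The M1 markers Cd40, Cxcl10 and Tnf were among those lower. Tnf, on chromosome 17 from 35199381 to 35202007, had 24.9 ± 8.00 CPM in untreated, 10.00 ± 0.760 in CO-CM and 7.37 ± 0.555 in PH-CM libraries (SD, n = 3 each), a log2 fold change of -1.76 (SE 0.19, edgeR FDR 1.12e-05). Cxcl10, which overlaps Art3, changed by -1.65 (edgeR FDR 0.0042) and by -2.46 without PH-CM replicate 3. Among M2 markers, Arg1, Il4ra and Vegfa were higher under PH-CM. Arg1, on chromosome 10 from 24915221 to 24927484, varied widely between replicates, with 11.3 ± 8.61 CPM in untreated, 8.13 ± 7.68 in CO-CM and 71.7 ± 44.4 in PH-CM libraries (SD, n = 3 each). Its log2 fold change of 2.65 (SE 0.80, edgeR FDR 0.0116, over the alternatives 1.98e-07 to 0.0504) was 3.40 without UNX replicate 2, and 2.07 and no longer called without PH-CM replicate 2 (FDR 0.0504). Il4ra, which overlaps Gm44876, changed by 1.53 (edgeR FDR 1.48e-07). Mrc1, on chromosome 2 from 14229392 to 14332057, had 920.3 ± 115 CPM in untreated, 178 ± 8.62 in CO-CM and 578 ± 28.1 in PH-CM libraries (SD, n = 3 each), a log2 fold change of -0.67 under PH-CM (SE 0.084, edgeR FDR 3.43e-05). Msr1 went from 503 ± 68.5 CPM in untreated to 178 ± 11.6 in PH-CM libraries (SD, n = 3 each; edgeR FDR 3.2e-07). Clec10a (-1.35), Pparg (-1.29) and Mgl2 (-3.95, or -4.82 without PH-CM replicate 2) were also lower. Irf4 was at -0.83 (edgeR FDR 0.0166, over the alternatives 0.000558 to 0.0798) and was not called without UNX replicate 3 (0.0798) or PH-CM replicate 1 (0.056).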

**Table 1:** Top 30 genes up-regulated by PH-CM and down-regulated by CO-CM in BMDMs.

PH-CM/UNX			CO-CM/UNX		
Genes	FC	p-value	Genes	FC	p-value
Rab44	474.53	9.17E-97	Ccl12: monocyte chemotactic Protein 5	-274.73	1.49E-168
Gm16194	168.74	1.49E-42	Ccl12: monocyte chemotactic Protein 3	-78.23	1.83E-245
Thbs1	113.72	5.18E-127	Ccl2/MCP1	-49.31	2.98E-117
Askr3/Cxcr7	108.99	6.83E-29	Cd300e	-39.47	1.40E-109
Cd2	97.47	5.81E-63	Ambp	-38.89	1.53E.28
Arg2	74.39	1.12E-50	Ctnnd2	36.40	3.51E-169
Bex1	71.88	1.02E-12	Dmpk	-35.92	5.47E-256
II1b	60.55	5.00E-28	Gm26902	-32.28	7.16E-12
Ms4a4a	59.36	0.00E+00	Lrrc4	-30.09	6.18E-32
Mcemp1	51.59	2.19E-75	Lipg	-28.94	5.63E-18
SIpi	49.01	1.48E-42	Ch25h	-18.39	1.65E-16
Mefv	45.36	4.89E-30	Ccnd1	-18.26	1.70E-92
Itga1/Integrin alpha-1	44.59	6.01E-196	Dmwd	-17.00	7.14E-136
Adgre4	39.04	1.16E-39	Bcl6b	-16.26	2.42E-23
Vcan	38.73	2.11E-273	Slco4a1	-15.61	3.50E-71
Gm16587	37.74	3.75E-37	St3gaI6	-15.10	1.69E-64
Myom1	35.80	5.40E-85	Cass4	-14.63	1.18E-38
Pecam1	35.79	2.61E-31	Ung	-13.23	7.94E-86
Igfbp5	23.06	2.26E-43	Id1	-12.56	2.84E-47
Nt5e	22.81	3.42E-47	Nid2	-12.14	4.65E-95
SIc7a11 Cystine/Glutamate transporter	22.42	6.82E-115	Uhrf1	-11.75	1.24E-111
Fcor	22.41	1.62E-37	Cdc6	-11.67	4.82E-134
AC153955.2	22.33	2.93E-35	Aunip	-11.54	8.99E.73
Fpr1	21.86	3.82E-46	Ccne2	-11.20	5.19E-83
Ifitm1	21.41	5.89E-39	Mgl2	-11.14	1.02E-26
Slc-36a2	20.25	4.14E-44	Mybl2	-11.13	8.67E-161
Naip1	19.04	5.81E-63	Rmi2	-10.89	3.83E-36
Dnah2	18.74	1.89E-15	Exo1	-10.42	1.94E-102
Gpr171	18.51	8.48E-28	Pcaf	-10.42	1.25E-72
Mgst2	16.50	2.85E-57	Chek1	-10.40	1.45E-116

To obtain insight into the underlying mechanisms through which microenvironments regulate macrophage phenotype and function in control and diseased conditions, we analyzed genes uniquely regulated by CO-CM or PH-CM vs. naïve BMDM using Ingenuity Pathway Analysis (IPA). **Figure 1B** shows unsupervised hierarchical clustering and a heatmap generated with these genes. 

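Genes called under one medium and not under the other need not differ between the media. Of the 1052 genes called under CO-CM only, 497 were called in the direct comparison of PH-CM with CO-CM, and 821 had the same sign of change under PH-CM. Of the 1780 genes called under PH-CM only, 906 were called in the direct comparison, and 1479 had the same sign under CO-CM. Among the genes with the largest differences between the media, Trem1 (ENSMUSG00000042265, chromosome 17 from 48232768 to 48246924 of GRCm38) had 1.05 ± 0.645 CPM in untreated, 0.174 ± 0.105 in CO-CM and 12.6 ± 1.01 in PH-CM libraries (SD, n = 3 each), a log2 fold change of PH-CM against CO-CM of 6.16 (SE 0.43, edgeR FDR 2.91e-06). Ppbp, on chromosome 5 from 90768518 to 90770063, changed by 6.00 (edgeR FDR 4.02e-06), F5, on chromosome 1 from 164151838 to 164220277 and overlapping Gm16548, by 5.66 (edgeR FDR 1.41e-08) and Tlr5, on chromosome 1 from 182954788 to 182976044, by 5.38 (edgeR FDR 2.57e-08). Against untreated BMDMs, Tlr5 moved in opposite directions, -1.97 under CO-CM and 3.41 under PH-CM (edgeR FDR 6.1e-06 and 1.45e-08), and so did Ppbp, -2.40 and 3.59 (edgeR FDR 0.00313 and 3.57e-06). In the other direction, Mamdc2 (ENSMUSG00000033207, chromosome 19 from 23302609 to 23448442) had 5.23 ± 2.56 CPM in untreated, 81.7 ± 23.3 in CO-CM and 3.80 ± 0.588 in PH-CM libraries (SD, n = 3 each), a log2 fold change of PH-CM against CO-CM of -4.43 (SE 0.36, edgeR FDR 8.74e-06). It was called under CO-CM (3.95) and not under PH-CM (-0.48, edgeR FDR 0.252), although it was called there with the replicate number as a block (-0.42, FDR 0.0327) and without UNX replicate 1 (-0.82, FDR 0.0141; over the alternatives 0.0141 to 0.662). Pgm5, on chromosome 19 from 24683016 to 24861855, had a log2 fold change of -3.95 (edgeR FDR 5.73e-05), or -5.05 without PH-CM replicate 3, which held 18 of its 26 reads under PH-CM. Fgf13, on chromosome X from 59062145 to 59568071, stood at -3.50 (edgeR FDR 2.99e-05) and Cx3cr1, on chromosome 9 from 119901616 to 120069879 and overlapping Gm33858, at -3.51 (edgeR FDR 5.9e-05). Against untreated BMDMs both genes were called lower under PH-CM and not called under CO-CM. With the replicate number as a block, Cx3cr1 was called higher under CO-CM (FDR 0.00249, over the alternatives 0.000665 to 0.325), as it was with no filter (FDR 0.0172) and without UNX replicate 1 (1.12).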

Canonical signaling pathways identified by IPA demonstrated that CO-CM significantly inhibited lipid metabolism, glycolysis, inflammatory pathways, and immune responses (**Figure 1C** left panel) suggesting a metabolically quiescent and anti-inflammatory phenotype. In contrast, when the microenvironment was dictated by disease (i.e. PH-CM), macrophages exhibited distinct upregulated canonical pathways, particularly those related to inflammation (iNOS, Toll-like receptor, NF-kB, TNFR, etc.) and activated immune responses. 

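IPA was not run here. For Figure 1 the paper ran it only on genes regulated by CO-CM or PH-CM alone, or in opposite directions by them. In place of IPA, 20 lists of genes, for pathways and for markers of macrophage states and of fibroblasts, were written from general knowledge. Each was tested in the 3 comparisons with limma's camera, which asks whether the genes of a list rank higher or lower than the other genes tested. All genes that passed the filter were ranked, so camera and the paper's IPA answer different questions. Its FDR is the Benjamini-Hochberg adjusted p over these 60 tests, and many of the lists for inflammation share genes. With camera's preset correlation of 0.01 between the genes of a list, 27 of the 60 tests passed an FDR of 0.05. The correlation moved this count most: with the correlation estimated from the 9 libraries camera called 0, with 4 tests at an unadjusted p under 0.05. Limma's rotation test fry called 42, with 26 of the 27 among them. Fry asks another question, whether the genes of a list change in a common direction, without comparing them with the other genes. Most genes tested were called against untreated BMDMs, so a list can pass fry without ranking apart from the other genes. Under CO-CM compared with untreated BMDMs, the 20 genes of cholesterol synthesis ranked lower (median log2 fold change -1.08, camera FDR 1.9e-06), with 19 called lower and 0 higher by edgeR over all genes, and the same numbers adjusted over the list alone. Between PH-CM and CO-CM the same list was higher under PH-CM (median log2 fold change 0.40, camera FDR 0.00154), with 10 genes called higher (13 adjusted over the list alone). The 19 glycolysis genes had a median of -0.29 under CO-CM, and the list did not pass with camera (camera FDR 0.87), although it lay at percentile 1.06 of 10000 random lists matched on mean expression and length (FDR 0.0389, over the alternatives 0.0389 to 0.978), with 2 genes called higher and 6 lower (2 and 4 adjusted over the list alone, 4 and 3 with upper-quartile factors). Inositol phosphate metabolism, 62 genes, did not pass with camera either (median log2 fold change 0.10, camera FDR 0.343, but fry FDR 0.0244 upward, over the alternatives 0.0244 to 0.805; 23 higher and 16 lower, or 15 and 18 with library size alone). None of the lists for inflammation passed with camera under CO-CM, while fry passed Toll-like receptor (FDR 0.0244, over the alternatives 0.0244 to 0.805), NF-kB (FDR 0.0383, over the alternatives 0.0383 to 0.826) and iNOS signaling (FDR 0.00243), all upward. Pattern recognition receptors had 13 genes called higher and 15 lower (median log2 fold change -0.01, camera FDR 0.87), and Toll-like receptor signaling 18 and 10 (median log2 fold change 0.09, camera FDR 0.228), or 16 and 14 with library size alone. NF-kB signaling (median log2 fold change 0.07, camera FDR 0.218) and iNOS signaling (median log2 fold change 0.22, camera FDR 0.0794) leaned upward, and iNOS signaling passed without UNX replicate 1 (camera FDR 0.0387) and against the random lists (FDR 0.0149, over the alternatives 0.00243 to 0.805). For TNFR signaling the median, -0.02, and the mean, 0.04, had different signs (camera FDR 0.813). M2 markers ranked lower under CO-CM (median log2 fold change -0.45, camera FDR 0.0161) and M1 markers did not stand apart (median log2 fold change -0.08, camera FDR 0.826).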

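Under PH-CM compared with untreated BMDMs, most of the lists for inflammation ranked higher than the other genes tested. Toll-like receptor signaling had 28 of its 50 genes called higher and 8 lower (median log2 fold change 0.39, camera FDR 0.000478). For iNOS signaling the counts were 24 and 6 of 37 genes (median log2 fold change 0.44, camera FDR 0.000919), for NF-kB signaling 23 and 8 of 49 (median log2 fold change 0.26, camera FDR 0.0191) and for pattern recognition receptors 17 and 9 of 38 (median log2 fold change 0.19, camera FDR 0.0111). Adjusted over the list alone, these counts did not change. Pattern recognition receptors did not pass against matched random lists (FDR 0.102, over the alternatives 0.000429 to 0.719). TNFR signaling, with 18 of 38 genes called higher and 7 lower, did not pass (median log2 fold change 0.14, camera FDR 0.07, over the alternatives 0.000402 to 0.764), but it did without UNX replicate 1 (camera FDR 0.0273), with fry (0.000402) and, chosen after seeing the data, with the replicate block and offsets corrected for GC content (0.0453). In the direct comparison of PH-CM with CO-CM, these lists all ranked higher under PH-CM. The camera FDR was 3.92e-09 for pattern recognition receptors (median 0.37), 4.74e-07 for Toll-like receptor signaling (median 0.20), 0.000301 for iNOS signaling (median 0.17), 0.0014 for TNFR signaling (median 0.18) and 0.00857 for NF-kB signaling (median 0.16). M1 markers ranked higher as well (median 1.01, camera FDR 0.0014), with 6 of 11 called higher and 1 lower (7 and 2 adjusted over the list alone), and so did M2 markers (median 0.14, camera FDR 0.0123), with 5 of 12 higher and 1 lower, though not against matched random lists (FDR 0.102, over the alternatives 0.00164 to 0.699). Against untreated BMDMs neither marker list passed with camera under PH-CM (M1 median log2 fold change 0.38, camera FDR 0.218; M2 median log2 fold change -0.43, camera FDR 0.417). With fry, M1 markers passed upward (FDR 0.00459, over the alternatives 0.00459 to 0.805) and M2 markers downward (FDR 0.00352, over the alternatives 0.00352 to 0.826).

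**Figure D3:**
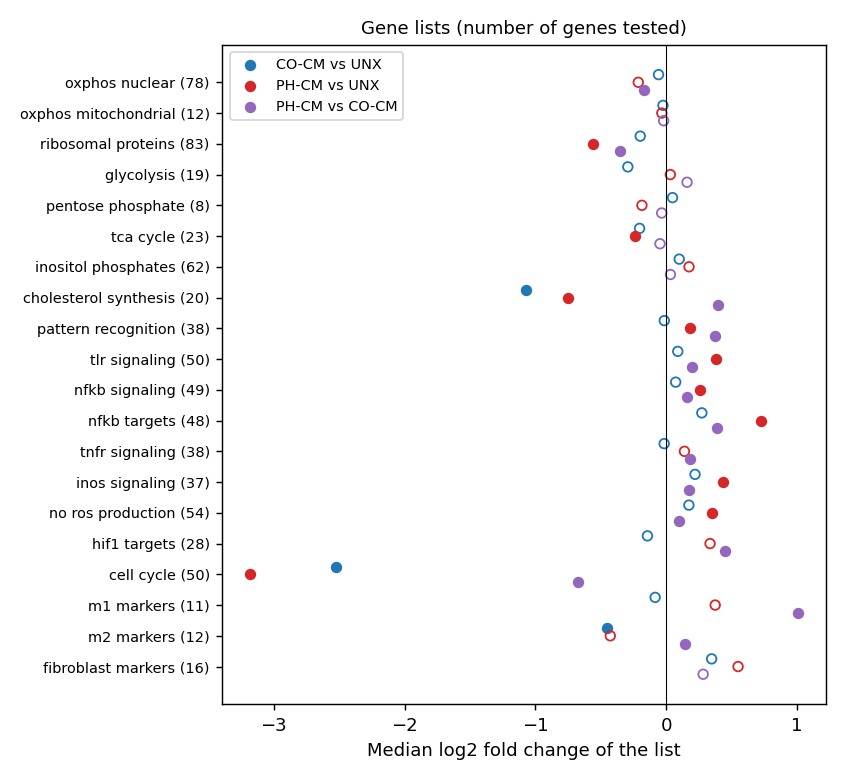
Median log2 fold change of each of the 20 gene lists in the 3 comparisons, PH-CM against untreated, CO-CM against untreated and PH-CM against CO-CM. Filled points passed a camera FDR of 0.05 and open points did not; the lists for inflammation lie above 0 and are filled in the comparison of PH-CM with CO-CM.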

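The list for production of NO and reactive oxygen species in macrophages ranked higher under PH-CM than in untreated BMDMs, with 30 of 54 genes called higher and 11 lower (median log2 fold change 0.35, camera FDR 0.0103; the same counts adjusted over the list alone). Nos2, which encodes the inducible NO synthase itself, lay below the filter, with at most 46 reads in a library. Under CO-CM the list did not pass (median log2 fold change 0.17, camera FDR 0.0719, over the alternatives 0.00315 to 0.805) except without UNX replicate 1 (camera FDR 0.0387), with fry and against matched random lists (FDR 0.0367). Between PH-CM and CO-CM it was higher under PH-CM (median log2 fold change 0.10, camera FDR 0.0293, over the alternatives 0.00352 to 0.764), but not without CO-CM replicate 1 (camera FDR 0.0681) or PH-CM replicate 2 (0.0638), nor with the replicate block and offsets corrected for gene length (0.0599). Of the 78 nuclear genes for subunits of the respiratory chain and ATP synthase, 34 were called lower under PH-CM than in untreated BMDMs and 5 higher, with the same counts adjusted over the list alone (median log2 fold change -0.21, camera FDR 0.07). This list passed with the replicate number as a block (camera FDR 0.0491), without UNX replicate 1 (0.0402) and without PH-CM replicate 3 (0.0393), as well as with library size as the only normalization (0.0321) and with fry, and the FDR over the alternatives ran from 0.00349 to 0.885. Under CO-CM the list did not stand apart (median log2 fold change -0.06, camera FDR 0.914), its median being above 0 with upper-quartile factors (0.01), and between PH-CM and CO-CM it was lower under PH-CM (median log2 fold change -0.17, camera FDR 0.000426), with 15 genes called lower and 0 higher. The 12 subunits encoded in mitochondrial DNA had medians of -0.03, -0.02 and -0.02 in the 3 comparisons (camera FDR 0.87, 0.942 and 0.863), with 3 of them called lower under PH-CM. Genes of the TCA cycle were lower under PH-CM than in untreated BMDMs (median log2 fold change -0.24, camera FDR 0.0213), 11 of 23 called lower and 0 higher, but not against matched random lists (FDR 0.149, over the alternatives 0.000181 to 0.805). Under CO-CM the list was at a median of -0.20 (camera FDR 0.0758), and between the media at -0.05 (camera FDR 0.133), and both passed with fry (FDR 0.00046, over the alternatives 0.00046 to 0.805, and 0.0146, over the alternatives 0.0146 to 0.805). Under PH-CM, glycolysis (median log2 fold change 0.03, camera FDR 0.87) and inositol phosphates (median log2 fold change 0.18, camera FDR 0.218) did not pass with camera, but inositol phosphates did with fry (FDR 0.00203, over the alternatives 0.00203 to 0.805), and cholesterol synthesis was lower (median log2 fold change -0.75, camera FDR 0.0164).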

Pathways involved in metabolism were also notably altered with increased NO and ROS production and decreased oxidative phosphorylation indicating altered mitochondrial function (**Figure 1C** right panel). The complete list of significant canonical pathways regulated by CO-CM and PH-CM is shown in **Supplemental Table 3**.

We next used IPA to predict Upstream Regulators potentially important for macrophages in response to CO-CM and PH-CM to generate these distinct phenotypes (**Figure 1D**). As defined by IPA, Upstream Regulators are regulatory molecules that may or may not be differentially expressed themselves, but are inferred from clusters of down-stream gene expression. For example, altered activity of transcription factors induced by phosphorylation or translocation may be detected by the expression of down-stream effector genes. The results showed decreased signaling through transmembrane receptors on macrophages (TLR-7 and CCR2) in CO-CM treated BMDMs. Additionally, IPA predicted transcription regulators (STAT3, MYC, RELA, and STAT1) and signaling pathways (mTOR and MYD88) were inhibited by CO-CM in macrophages (**Figure 1D** left panel). On the other hand, the major predicted upstream regulators potentially relevant in the pathophysiological process of PH-CM treated BMDMs are upregulated transmembrane receptors including: 1) TLR2/4 and TREM1 which are triggered by pathogen-associated molecular pattern molecules (PAMPs) or damage-associated molecular patterns (DAMPs); 2) CD40, triggered by signals such as CD40L, TNF and IFN; 3) CCR2, triggered by the chemokine/cytokine CCL2/MCP1; and 4) C5aR1, triggered by complement C5a. 

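IPA infers upstream regulators from their target genes, so the mRNA of a regulator is a separate measurement. Tlr7 (ENSMUSG00000044583, chromosome X from 167304929 to 167330558 of GRCm38) had 145 ± 6.68 CPM in untreated, 156 ± 4.78 in CO-CM and 169.5 ± 0.257 in PH-CM libraries (SD, n = 3 each), a log2 fold change under CO-CM of 0.11 (SE 0.045, edgeR FDR 0.0555). Ccr2 (ENSMUSG00000049103, chromosome 9 from 124101950 to 124113557) had 6.22 ± 0.850 CPM in untreated, 8.03 ± 2.17 in CO-CM and 7.56 ± 2.61 in PH-CM libraries (SD, n = 3 each), a log2 fold change under CO-CM of 0.37 (SE 0.25, edgeR FDR 0.216). Neither gene was called. With the replicate number as a block, Ccr2 was called higher under CO-CM (0.35, FDR 0.0135, over the alternatives 0.00716 to 0.621).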

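The mRNA of these regulators moved in different directions under CO-CM. Stat3, on chromosome 11 from 100885098 to 100939540 of GRCm38 and overlapping Stat5a, had 116 ± 0.848 CPM in untreated and 175 ± 9.61 in CO-CM libraries (SD, n = 3 each), a log2 fold change of 0.60 (SE 0.061, edgeR FDR 1e-05). Myc, on chromosome 15 from 61985391 to 61990374, had 91.1 ± 12.9 CPM in untreated and 12.1 ± 2.48 in CO-CM libraries (SD, n = 3 each), a log2 fold change of -2.91 (SE 0.14, edgeR FDR 5.4e-08), and was lower under PH-CM too (-3.46, edgeR FDR 1.2e-08). Rela, on chromosome 19 from 5637483 to 5648130, was at 0.26 (edgeR FDR 0.000264), at the threshold of the fold change, and its call was lost with the replicate number as a block (0.26) and without UNX replicate 2 (0.24), UNX replicate 3 (0.25), CO-CM replicate 1 (0.25), CO-CM replicate 2 (0.25) or PH-CM replicate 1 (0.25). Mtor was at 0.00 (SE 0.049, edgeR FDR 0.973) and Myd88, which overlaps Acaa1a, at -0.22 (edgeR FDR 0.00173), a smaller change than the threshold. Of 48 NF-kB target genes, 24 were called higher under CO-CM and 11 lower, with the same counts adjusted over the list alone. Their median log2 fold change, 0.27, and their mean, -0.03, had different signs (camera FDR 0.218), and against matched random lists the median lay high (FDR 0.0073, over the alternatives 0.0073 to 0.826).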

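Tlr2, on chromosome 3 from 83836272 to 83841767 of GRCm38, had 40.2 ± 10.3 CPM in untreated, 84.1 ± 10.0 in CO-CM and 199.9 ± 2.12 in PH-CM libraries (SD, n = 3 each), a log2 fold change under PH-CM of 2.32 (SE 0.15, edgeR FDR 2.72e-07). Tlr4, on chromosome 4 from 66827584 to 66930284, had 116 ± 1.78 CPM in untreated, 89.1 ± 6.21 in CO-CM and 149 ± 7.18 in PH-CM libraries (SD, n = 3 each), a log2 fold change of 0.36 under PH-CM (SE 0.057, edgeR FDR 0.000193) and of -0.38 under CO-CM (edgeR FDR 0.000157). Trem1 changed by 3.62 under PH-CM (SE 0.33, edgeR FDR 3.41e-06), and by 4.21 without UNX replicate 1. Cd40 mRNA was lower, with 11.2 ± 0.817 CPM in untreated, 3.80 ± 0.674 in CO-CM and 1.23 ± 0.208 in PH-CM libraries (SD, n = 3 each), a log2 fold change of -3.19 under PH-CM (SE 0.16, edgeR FDR 4.72e-08). Ccr2 was not called under PH-CM, at 0.28 (edgeR FDR 0.336) and -0.02 without PH-CM replicate 2. C5ar1, on chromosome 7 from 16246743 to 16259540, had 797 ± 71.3 CPM in untreated and 504 ± 17.5 in PH-CM libraries (SD, n = 3 each). It was lower than in untreated BMDMs under both media, with a log2 fold change of -0.66 under PH-CM (edgeR FDR 1.07e-05) and -1.98 under CO-CM (edgeR FDR 1.02e-08), and higher under PH-CM than under CO-CM (1.32, SE 0.072, edgeR FDR 6.14e-07).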

Several transcriptional regulators (STAT3, HIF1α, TP53, STAT4, RELA, BRD4, YAP1, NF-kB, CEBP) and signaling pathways (mTOR, MYD88) were also activated as upstream regulators in the presence of PH-CM (**Figure 1D** right panel). 

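Among the transcription factors, the mRNA of Stat3 (1.13 on the log2 scale, edgeR FDR 6.65e-08), Rela (0.45, edgeR FDR 4.22e-06), Yap1 (0.98, edgeR FDR 0.00943; overlapping Gm20416) and Cebpb (1.87, edgeR FDR 1.42e-07; overlapping Tmem189) was higher under PH-CM than in untreated BMDMs. Yap1 was not called between PH-CM and CO-CM (0.68, edgeR FDR 0.085), but it was with the replicate number as a block (0.71, FDR 0.00381, over the alternatives 0.00381 to 0.239) and without UNX replicate 2 (FDR 0.0395) or CO-CM replicate 1 (FDR 0.0385). Stat4, which overlaps Gm28177, changed by 0.51 under PH-CM (edgeR FDR 0.0201, over the alternatives 0.00231 to 0.07) and was not called without UNX replicate 1 (0.42, FDR 0.07) or PH-CM replicate 3 (0.46, FDR 0.0666). Trp53, on chromosome 11 from 69580359 to 69591873 of GRCm38, had 103 ± 9.77 CPM in untreated, 67.4 ± 3.24 in CO-CM and 71.9 ± 1.08 in PH-CM libraries (SD, n = 3 each), a log2 fold change of -0.52 under PH-CM (SE 0.066, edgeR FDR 4.02e-05). Myd88 (0.14, edgeR FDR 0.0154) rose by less than the threshold of the fold change, and Mtor did not change detectably (0.03, SE 0.049, edgeR FDR 0.563). The 48 NF-kB target genes ranked higher under PH-CM (median log2 fold change 0.72, camera FDR 0.00273), with 32 called higher and 12 lower (33 and 12 adjusted over the list alone), and higher under PH-CM than under CO-CM (median log2 fold change 0.39, camera FDR 0.000131; 24 higher and 8 lower, or 27 and 8 adjusted over the list alone). The 28 targets of HIF1 did not pass against untreated BMDMs (median log2 fold change 0.34, camera FDR 0.171), with 10 called higher and 3 lower (9 and 2 adjusted over the list alone), but passed against matched random lists (FDR 0.0171) and with the replicate number as a block (camera FDR 0.0116, over the alternatives 0.0104 to 0.902). Between PH-CM and CO-CM they ranked higher under PH-CM (median log2 fold change 0.45, camera FDR 0.046, over the alternatives 2.25e-06 to 0.826). That call was lost without CO-CM replicate 1 (camera FDR 0.207), PH-CM replicate 2 (0.11) or UNX replicate 3 (0.0543), and with fry. Under CO-CM the HIF1 targets had a median of -0.14 and a mean of -0.03, while camera ranked them upward (camera FDR 0.679).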

The detailed z-scores and p-values of the upstream regulators are listed in **Supplemental Table 4**. We confirmed the gene expression of several of these key upstream regulators in BMDMs by qPCR (**Figure 2**) including transmembrane receptors (Tlr2/4, *Trem1*, *Ccr2*, and *C5ar1*), transcriptional regulators (*Hif1α*, *Stat3*, and *Brd4)*, and cell signaling genes (*mTor* and *Myd88*). We validated these qPCR results using an additional reference gene, 18S, and the results were very similar (**Supplemental Figure 4**). These results underscore the differential regulation of macrophage phenotype by PH versus control fibroblasts.

**Figure 2:**
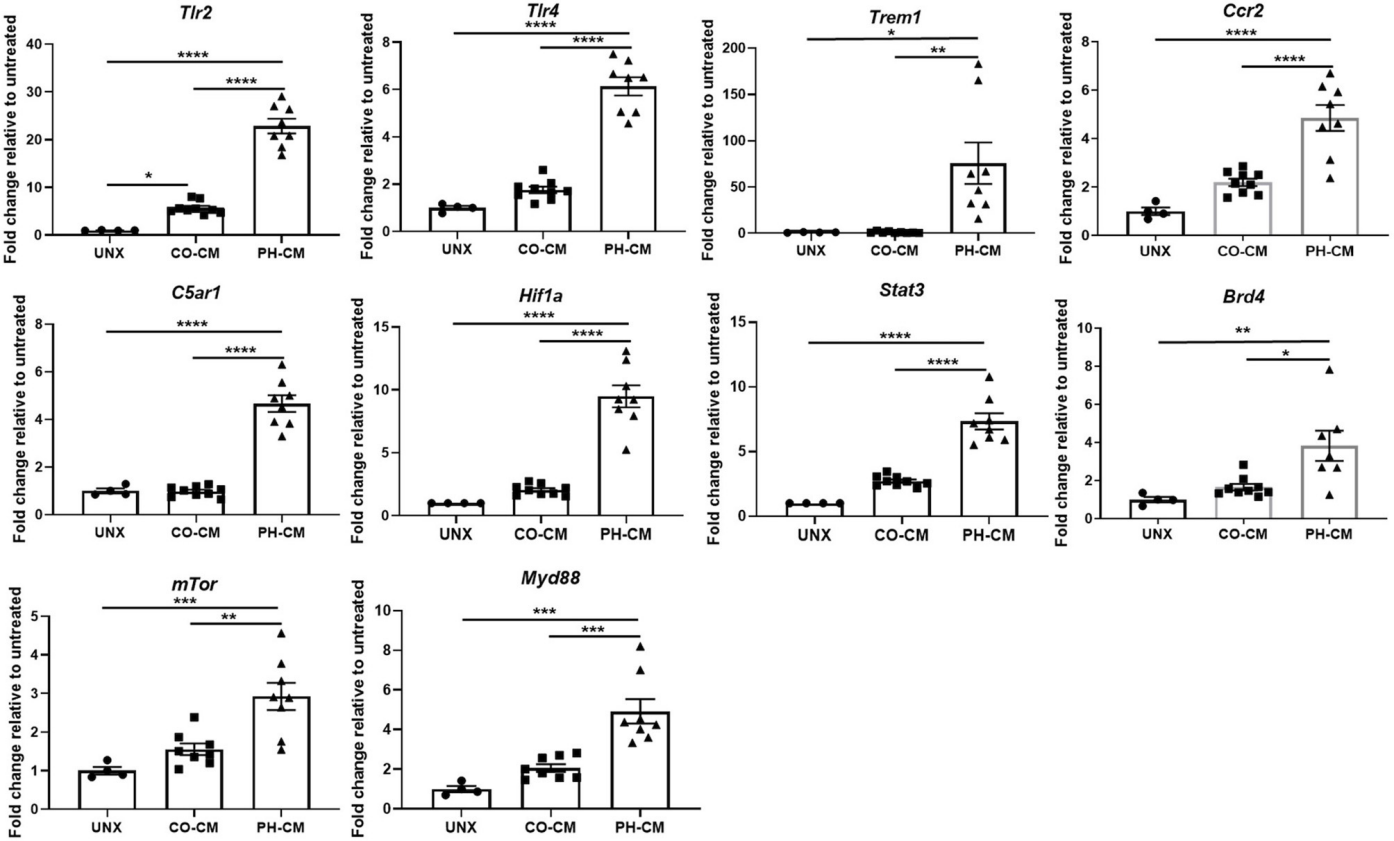
qPCR confirmed gene expression of key upstream regulators in CO-CM and PH-CM stimulated BMDMs. In order to confirm the upstream regulators predicted by IPA in **Figure 1D**. mRNA were collected from untreated (UNX), CO-CM and PH-CM treated BMDMs and gene expression was examined by qPCR analysis. Data is represented by fold change relative to untreated BMDM, and displayed as mean ± sem. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Previous work in our lab had confirmed a pivotal role for STAT3 in the PH-CM generated activated macrophage phenotype as predicted by IPA analysis in the current study (**Figure 1D**) (19). The current IPA analysis predicts Hif1a to be a critical factor in the induction of the PH-CM generated phenotype. To experimentally evaluate this, we isolated BMDMs from either wild-type or Hif1a knockout mice and treated these BMDMs with PH-CM and analyzed gene expression. We found genetic Hif1a depletion significantly decreased expression of genes that characterize the PH-CM induced macrophage phenotype including *Arg1*, *Il4ra, Socs3*, *Glut1*, and *Vegf* (**Supplemental Figure 5**).

The foregoing analysis utilized naïve mouse BMDMs treated with bovine fibroblast CM because of limited availability of human PA adventitial fibroblasts from PAH patients and control donors. Well-aware of the potential effects attributable to cross-species factors, we sought to confirm and expand these findings by treating bovine BMDMs with bovine fibroblast conditioned media. Finally, as an exploratory tool, we incubated human monocyte-derived macrophages (MDM) with bovine fibroblasts conditioned media. Transcriptional responses to these treatments were compared across all three species. The results (**Supplemental Figure 6**, **Supplemental Table 5**) demonstrated that in general, the gene expression patterns of macrophages/monocytes from mouse, bovine and human in response to bovine fibroblast CM are quite similar. Mouse BMDMs displayed the largest quantitative responses, while bovine BMDMs and human MDM were less responsive. In addition, the trends and quantitative responses of human MDM cells to bovine fibroblast conditioned media are similar.

### Control and Hypertensive Adventitial Fibroblast Conditioned Media Distinctly Regulated Macrophage Cytoplasmic and Mitochondrial Metabolism

The canonical pathway analysis revealed CO-CM and PH-CM have different impacts on macrophage metabolism (**Figure 1C**). We examined key molecules and enzymes involved in metabolism by qPCR and demonstrated that PH-CM induced the expression of genes involved in glycolysis (**Supplemental Figure 7A**, *Glut1, Hk2, G6pd, Pkm2, Ldha, As1*, and *Asl*). Emerging research in PH, similar to other major diseases including cancer, emphasizes the importance of metabolic reprogramming as a determinant of macrophage phenotype in pathophysiological progression (39, 40). Currently the effects of pulmonary vascular adventitial fibroblasts on the metabolic status of macrophages are unknown. In tandem with the observed alterations in metabolic gene transcription, we performed in-depth steady-state metabolomics using UHPLC-MS of CO-CM or PH-CM treated BMDMs, compared to untreated BMDMs.

The heatmap (**Figure 3A**) shows metabolites significantly regulated by PH-CM compared to untreated or CO-CM treated BMDMs. The detailed metabolites are shown in **Supplemental Figure 7B**. In particular, PH-CM increased the accumulation of amino acids, nucleotides, amino-sugars, gamma-glutamyls, glycerophospholipids, and fatty acids in BMDMs compared to untreated or CO-CM treated BMDMs. Glycolytic intermediates including D-glucose-6-phosphate and lactate, the end product of glucose metabolism, and pentose phosphate pathway (PPP) intermediates were increased in PH-CM treated macrophages (**Figure 3B**). Increases in α-ketoglutarate, along with glutamine and glutamate – a substrate for α-ketoglutarate synthesis *via* transamination were also observed. Increases in fumarate and malate but not succinate were noted in PH-CM treated BMDMs. The changes of these metabolites demonstrated an alteration in TCA cycle in response to PH-CM. In addition, we observed increased arginine pathway products, the accumulation of citrulline and polyamines (putrescine, spermidine) in BMDMs incubated with PH-CM (**Figure 3C**). To validate the finding by metabolomic analysis, we measured glycolytic extracellular acidification rate (ECAR) and mitochondrial OXPHOS, represented by oxygen consumption rate (OCR) using Seahorse XF96 analyzer (Agilent). The results showed that compared to untreated BMDMs, CO-CM decreased macrophage glycolysis. In contrast, PH-CM increased glycolysis and decreased oxygen consumption by macrophages. The Glut1 inhibitor, 2DG (10mM), significantly decreased macrophage glycolysis in response to PH-CM (**Figure 3D**). The results from Seahorse analysis confirmed that PH-CM induced metabolic rewiring in macrophages with increase glucose usage and decreased OXPHOS.

**Figure 3:**
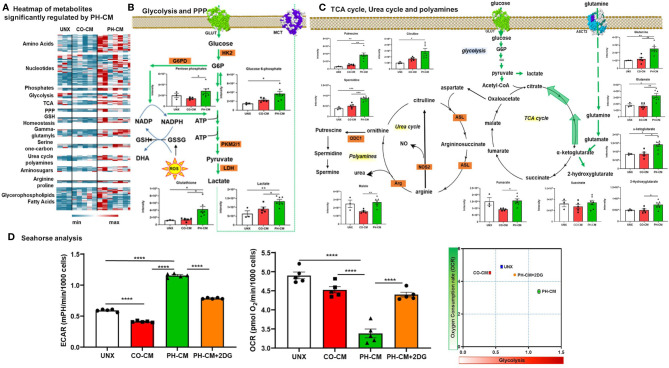
Control and PH-fibroblast conditioned media have distinct effects on regulating macrophages metabolism. **(A)** Heat-map showing metabolites that are significantly regulated by PH-CM compared to CO-CM treated or untreated BMDMs (One-way ANOVA: *p* ≤ 0.05). **(B)** Metabolites in glycolytic or pentose phosphate pathway (PPP) that were significantly increased by PH-CM compared to untreated or CO-CM treated BMDMs. *p < 0.05, **p < 0.01. **(C)** Metabolites in glutaminolysis, TCA cycle, urea cycle or polyamine synthesis that were significantly increased by PH-CM compared to untreated or CO-CM treated BMDMs. *p < 0.05, **p < 0.01, ***p < 0.001. **(D)** CM was collected from CO-Fibs, PH-Fibs or PH-Fibs treated with 2DG. BMDM was exposed to CM for 18hrs prior to their analysis for extracellular acidification rate (ECAR) and oxygen consumption rate (OCR) were measured with Seahorse XF96 analyzer to determine macrophage glycolysis and mitochondrial OXPHOS. ****p < 0.0001.

### Network Integration Analysis Reveals Coordinate Transcriptional and Metabolic Reprogramming of BMDM by PH-CM.

In order to explore how transcriptional and metabolic mechanisms work together to control macrophage phenotype, we performed network integration analysis combining significantly changed genes and metabolites from RNA-Seq and MS data. CO-CM treated macrophages only generated five sub-networks with limited gene-metabolite interactions (**Supplemental Figure 8A**) whereas PH-CM generated a sophisticated gene-metabolite network (**Supplemental Figure 8B**). We therefore focused on detailed integration analysis of PH-CM treated macrophages. The results could be separated into four key modules (**Supplemental Figure 9**): A) TCA cycle and glutamine metabolism, B) glycerophospholipids and fatty acid metabolism, C) NADH, flavin mononucleotide (FMN), D) arginine, polyamine metabolism, and urea cycle. In particular (**Figure 4**), up-regulated expression of transcriptional regulators (*Hif1a, Fos*) as well as cytosolic and mitochondrial metabolic molecules (*H6pd, Slc16A10, Mdh, Ndufs*) are involved in TCA cycle and glutamine metabolism with associated increased production of L-glutamine, alpha-keto-glutamate in PH-CM activated BMDMs. 

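Hif1a (ENSMUSG00000021109, chromosome 12 from 73901375 to 73947530 of GRCm38, overlapping Gm15283 and Gm49321) had 97.2 ± 4.78 CPM in untreated, 80.7 ± 11.5 in CO-CM and 186 ± 11.6 in PH-CM libraries (SD, n = 3 each), a log2 fold change of 0.94 under PH-CM compared with untreated BMDMs (SE 0.090, edgeR FDR 4.97e-06). Fos, on chromosome 12 from 85473890 to 85477273, had 44.7 ± 12.7 CPM in untreated, 51.3 ± 16.3 in CO-CM and 172 ± 34.7 in PH-CM libraries (SD, n = 3 each), a log2 fold change of 1.94 (SE 0.27, edgeR FDR 6.82e-05). H6pd changed by 0.61 (edgeR FDR 5.32e-06). Slc16a10, on chromosome 10 from 40033532 to 40142258, was lower under PH-CM, with 138 ± 13.6 CPM in untreated and 95.2 ± 2.45 in PH-CM libraries (SD, n = 3 each), a log2 fold change of -0.53 (SE 0.065, edgeR FDR 2.83e-05). Mdh1, which overlaps Wdpcp, changed by -0.51 (edgeR FDR 2.15e-05) and Mdh2 by -0.59 (edgeR FDR 3.46e-06). Of the subunits of respiratory complex I in Figure 4, Ndufa1 changed by 0.52 (edgeR FDR 0.000194), Ndufa5 by -0.55 (edgeR FDR 2.5e-05) and Ndufb11, which overlaps Rbm10, by -0.05 (edgeR FDR 0.464). Got1 was higher under PH-CM (1.39, edgeR FDR 1.12e-08) and Got2, which overlaps Gm45760, lower (-0.47, edgeR FDR 2.05e-05). Over the genes that Figure 4 colours, 11 of the 12 shown as increased were called higher and 10 of the 13 shown as decreased were called lower, and each had the sign of its colour.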

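Compared with untreated BMDMs, Vegfa (ENSMUSG00000023951, chromosome 17 from 46016993 to 46032369 of GRCm38) had 73.6 ± 25.3 CPM in untreated, 111 ± 48.3 in CO-CM and 403 ± 74.8 in PH-CM libraries (SD, n = 3 each), a log2 fold change of 2.45 under PH-CM (SE 0.33, edgeR FDR 5.71e-05). Under CO-CM it was not called (0.59, edgeR FDR 0.12) except with the replicate number as a block (0.56, FDR 0.000518, over the alternatives 0.000497 to 0.541) and without UNX replicate 2 (0.85) or CO-CM replicate 1 (0.85). Tgm2, on chromosome 2 from 158116402 to 158146436 and overlapping Gm20412 and Rprd1b, had 100.2 ± 11.2 CPM in untreated, 122 ± 13.0 in CO-CM and 607 ± 29.3 in PH-CM libraries (SD, n = 3 each), a log2 fold change of 2.60 under PH-CM (SE 0.10, edgeR FDR 4.6e-09). Icam1, which overlaps Gm47079, changed by 0.65 (edgeR FDR 0.000803), Itgb2 by 0.45 (edgeR FDR 0.00157) and Fgfr1, which overlaps Gm16159, by 0.73 (edgeR FDR 0.000597). Cdk5 was at 0.26 (edgeR FDR 0.00133, over the alternatives 5.99e-05 to 0.0109), under the threshold of the fold change, and was called without UNX replicate 2 (0.29) or PH-CM replicate 2 (0.29). Bcl2, on chromosome 1 from 106538178 to 106714274 and overlapping D630008O14Rik, had 28.5 ± 2.35 CPM in untreated, 5.87 ± 0.560 in CO-CM and 3.16 ± 1.59 in PH-CM libraries (SD, n = 3 each), a log2 fold change of -3.17 under PH-CM (SE 0.25, edgeR FDR 1.23e-06) and -2.28 under CO-CM (edgeR FDR 1.23e-05). Bax, which overlaps Gm45808, was not called under PH-CM (-0.10, SE 0.047, edgeR FDR 0.0751).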

Correlated gene-metabolite interactions lead to the increased expression of effector genes related to vascular remodeling, extracellular matrix (*Icam1, Itgb2, Vegfa*, and *Tgm2*), growth, cell proliferation (*Cdk5, Fgfr1*) and decreased expression of genes involved in apoptosis (*Bcl2, Bax*). In conclusion, the parallel analysis demonstrated coordinated regulation of macrophage phenotype by PH-CM at both transcriptional and metabolic level.

**Figure 4:**
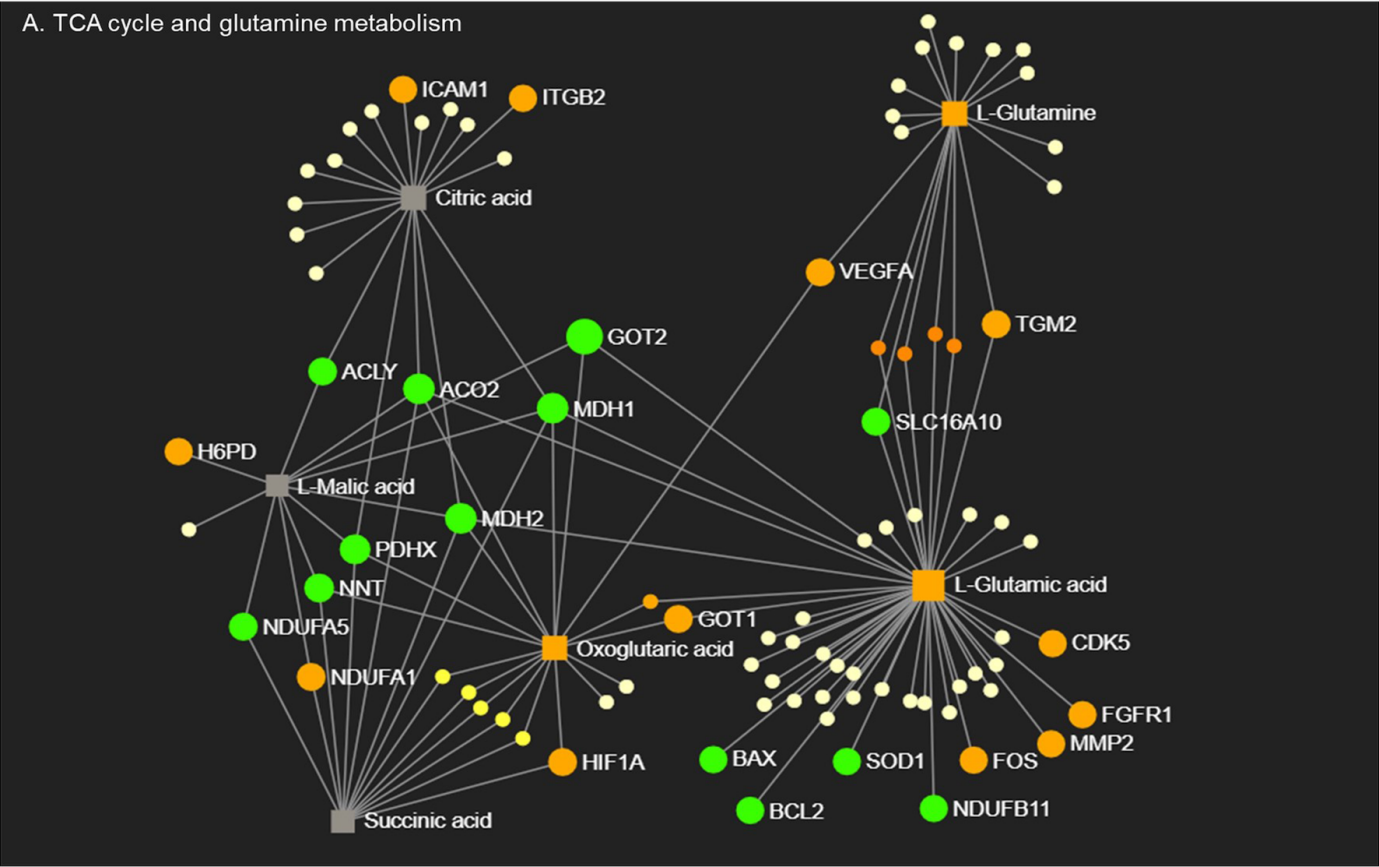
Macrophages respond to PH-CM through an integrated transcriptional and metabolic network. Metabolites in TCA cycle and glutamine metabolism pathways detected in PH-CM treated vs. untreated BMDMs by mass spectrometry were combined with differentially expressed genes (*p* ≤ 0.05) from RNA-seq analysis to generate gene-metabolite network pathways using Metaboanalyst Network Explorer (www.metaboanalyst.ca). Genes and metabolites with established functions in macrophage phenotype are identified and their node symbols are colored based on their levels in PH-CM treated BMDMs compared to untreated BMDMs. Orange circle: increased genes. Green circle: decreased genes. Orange Square: increased metabolites. Grey Square: genes or metabolites not significantly changed in response to PH-CM. Yellow circles: genes or metabolites not known to be significant in macrophage phenotypes. The size of the nodes is arbitrary and does not signify anything.

### The Pro-Inflammatory and Pro-Remodeling Phenotype of BMDMs Treated With PH-Fib Conditioned Medium *In Vitro* Approximate Lung Perivascular Macrophages Isolated From Mice Exposed to Hypoxia *In Vivo*

Previously, using a hypoxic murine model of PH initiation in combination with flow cytometry assisted cell sorting and RNA-Seq analysis, we demonstrated that lung interstitial/perivascular macrophages (IM) exhibited a “PH program” characterized by mitochondrial dysfunction, pro-inflammatory gene activation and mTOR signaling (13). In order to interrogate how closely our *in vitro* system of PH-CM stimulated mouse BMDMs mimicked the activated interstitial/perivascular macrophage phenotype generated *in vivo*, we compared our previous data from lung interstitial/perivascular macrophages with the current *in vitro* RNA-Seq results. Specifically we determined if similar pathways were generated in these different systems. We used IPA to identify common canonical pathways with z-score ≥ |2| in at least one data set and *p* ≤ 0.05. The results showed similar canonical pathways (**Figure 5A**), predicted upstream regulators (**Figure 5B**), especially those closely related to inflammation, and biofunctional phenotypes (**Figure 5C**) in the macrophages flow sorted from the hypoxic lung and from PH-fibroblast-CM treated BMDMs. 

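In the direct comparison of PH-CM with CO-CM, 612 genes were called at an edgeR FDR of at most 0.05 and a fold change of at least 2, of which 336 were higher and 276 lower under PH-CM. With each library left out in turn the count lay between 558 and 663. Figure 5D lists 52 genes as increased and 7 as decreased under PH-CM, and 51 and 6 of these passed the filter on low counts. At this threshold 50 of the 51 were called higher under PH-CM than under CO-CM, and 6 of the 6 were called lower. The paper took these genes from this comparison, so the tally is not independent evidence. The hypoxic lung macrophages were not analysed here.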

RNA-Seq data identified common genes differentially (FC ≥ |2|) regulated by PH-CM *in vitro* and by hypoxia *in vivo* (**Figure 5D**). The majority of these genes can be grouped in five functional groups: inflammatory factors, metabolism, cell adhesion/migration/vascular remodeling, transcription factors, and cell signaling. 

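Il1b had 1.03 ± 0.758 CPM under CO-CM (SD, n = 3), and PH-CM against CO-CM gave a log2 fold change of 3.24 (SE 0.41, edgeR FDR 0.000164), which was 3.99 without CO-CM replicate 2. Thbs1 was at 162 ± 40.4 CPM under CO-CM (SD, n = 3), and its log2 fold change between the media was 5.66 (SE 0.21, edgeR FDR 6.31e-08). For Slc7a11 the value was 4.10 (edgeR FDR 2.57e-08), for Arg2 2.24 (edgeR FDR 0.00046) and for Vcan 4.87 (edgeR FDR 2.57e-08). By log2 fold change against untreated BMDMs, Thbs1 ranked 4, Arg2 7, Il1b 8, Vcan 15 and Slc7a11 20 among the 7534 genes called under PH-CM. Rab44, which ranked 2, had 4 reads over the untreated and 1821 over the PH-CM libraries (log2 fold change 8.93, edgeR FDR 5.58e-08; 8.28 without UNX replicate 3).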

*IL1b, Thbs1, Slc7a11, Arg2, Vcan* are among the top 30 upregulated genes in PH-CM treated BMDMs (**Table 1**).

**Figure 5:**
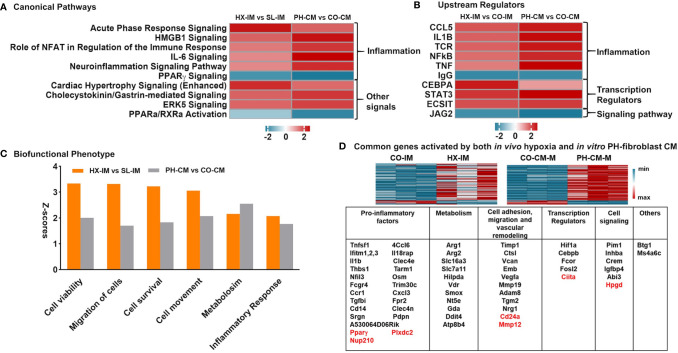
*In vivo* lung interstitial/perivascular macrophages isolated from hypoxic mice and *in vitro* macrophages treated with PH-fibroblast conditioned media share pro-inflammatory and pro-remodeling gene profiles. RNA-seq data of *in vitro* PH-CM treated *vs.* CO-CM treated BMDMs and *in vivo* lung interstitial/perivascular macrophages flow sorted from mouse exposed to 4-day hypoxia (HX-IM) *vs.* sea level (CO-IM) were analyzed. The cutoff criteria is *q* ≤ 0.05 and FC ≥ |2| in order to match the differing data set sizes and to limit our findings to only the most biologically significant pathways. Ingenuity Pathway Analysis identified similarities in: **(A)** Canonical pathways, **(B)** Upstream regulators, and **(C)** Biofunctional phenotypes, part of Disease and Biofunctional profile analysis, with z-score ≥ |2.0| in at least one dataset and *p*-values of overlap ≤ 0.05 in both data sets. **(D)** Common genes significantly regulated by both *in vivo* hypoxia and *in vitro* PH-CM. Genes were clustered in five key categories by their functions: pro-inflammation, metabolism, cell adhesion/migration/vascular remodeling, transcription regulators, and cell signaling. Down-regulated genes are highlighted in red.

### Nicotinamide Adenine Dinucleotide (NADH) and CtBP1 Levels Are Increased in PH-CM Activated BMDMs and Inhibition of CtBP1 Blocks Macrophage Activation by PH-CM *In Vitro*

The integrated gene-metabolite analysis shown in **Supplemental Figure 9** demonstrated a strong NADH related module, and metabolomic as well as Seahorse data clearly indicate that PH-CM stimulated macrophages exhibited marked glycolytic reprogramming. This is reminiscent of our previous work in PH-fibroblasts showing glycolytic reprogramming and increased levels of free NADH, as well as increased activity of CtBP1, a metabolic sensor and transcriptional co-repressor (32). These observations led us to examine whether PH-CM activated macrophage share similar metabolic signaling pathways as PH-Fibs, and thus whether targeting CtBP1 could extend effects on both cell types in the adventitia, restore the adventitial microenvironment toward normal, and be a successful treatment strategy for attenuating macrophage activation *in vitro* and *in vivo*.

Fluorescence Lifetime Imaging (FLIM) showed a significant increase of free NADH levels in PH-CM treated BMDMs (**Figure 6A**, red color) compared to untreated BMDMs. NADH/NAD^+^ ratio was also assessed using both Mass Spectrometry and an orthogonal and frequently used method based on an enzymatic cycling reaction and represented by lactate/pyruvate ratio (**Figure 6B**). *Ctbp1* mRNA levels were increased in PH-CM treated BMDMs (**Figure 6C**). These results show that increases in NADH levels and CtBP1 activity are common features of both persistently activated PH-fibroblasts and PH-CM activated macrophages. Our previous work also demonstrated that 4-methylthio-2-oxobutanoic acid (MTOB), a CtBP1 inhibitor, can drive the phenotype of PH-Fibs toward that of CO-Fibs (32). These observations led us to hypothesize that the persistently activated phenotype of fibroblasts and macrophages could be interrupted through treatment with MTOB. We treated PH-fibroblasts and BMDMs in a trans-well system with MTOB. We found decreased expression of genes involved in inflammation (*Il1b, Tlr2, Tlr4*, and *Il6*), metabolism (*Glut1, Ldha, Hk2*, and *Arg1*), vascular remodeling (*Tgm2 and Thbs1*), transcriptional regulators and signaling (*mTor, Myd88, Hif1a*) in BMDMs co-cultured with PH-Fibs in the presence of MTOB (**Figure 6D**).

**Figure 6:**
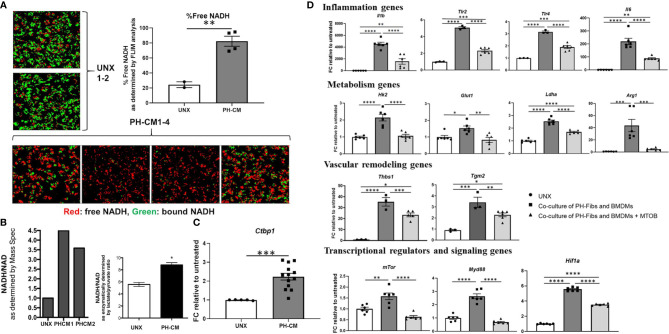
PH-fibroblast conditioned media increased free NADH, as well as CtBP1 levels in BMDMs. MTOB, a small molecule inhibitor of CtBP1, inhibited gene activation in BMDMs in a fibroblast-macrophage co-culture system. **(A)** Fluorescence lifetime imaging (FLIM) of two-photon excited NADH was performed to directly visualize free-NADH (red: arbitrarily colored shorter excitation lifetime, free-NADH. Green: bound-NADH, longer excitation lifetime). A significantly increased detection of free-NADH was seen in PH-CM treated BMDM compared to untreated BMDMs. Data is represented as percentage of red signal and shown as mean ± sem. **p < 0.01 compared to untreated BMDMs. **(B)** NADH/NAD^+^ ratio was measured using Mass Spectrometry analysis and an enzymatic cycling reaction and represented by lactate/pyruvate ratio. *p < 0.05 compared to untreated BMDMs. **(C)** qPCR analysis showed significantly increased *Ctbp1* levels in PH-CM treated compared to untreated BMDMs. Data is represented as fold change relative to untreated BMDMs and displayed as mean ± sem. ***p < 0.001. **(D)** Co-cultured PH-Fibs and BMDMs were treated with MTOB, a small molecule inhibitor of CtBP1. MTOB significantly decreased inflammatory genes *Il1b, TLR2/4, IL6*, metabolic genes *Glut1, Ldha, Hk2, Arg1*, vascular remodeling genes *Tgm2, Thbs1*, and transcriptional regulators and signaling genes *mTOR, MyD88, HIF1a* in co-cultured BMDMs. Data is represented as fold change relative to untreated BMDMs, and displayed as mean ± sem. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

We next used UHPLC-MS to examine the effects of MTOB on activated macrophage’s metabolism. PH-Fibs were pre-treated with MTOB, then co-cultured with BMDMs. The overall metabolic profile of macrophages after MTOB treatment is very different from PH-CM activated macrophages (**Figure 7A**, PCA plot, and **7B** heat-map). In particular, MTOB reduced the accumulation of amino acids, nucleotides, amino-sugars, gamma-glutamyls, glycerophospholipids, and fatty acids observed in PH-CM treated BMDMs (**Figure 7C**). Glucose and lactate were decreased by MTOB, glutamine, glutamate, alpha-keto-glutamate were also reduced by MTOB. To extend these findings, we measured extracellular acidification rate (ECAR) and oxygen consumption rate (OCR) with the Seahorse XF96 analyzer to determine macrophage glycolysis and mitochondrial OXPHOS in responses to MTOB treatment. When PH-Fibs were treated with MTOB and that CM transferred to BMDM, we observed significantly decreased glycolysis and increased oxygen consumption compared to PH-CM treated macrophages (**Figure 8**).

**Figure 7:**
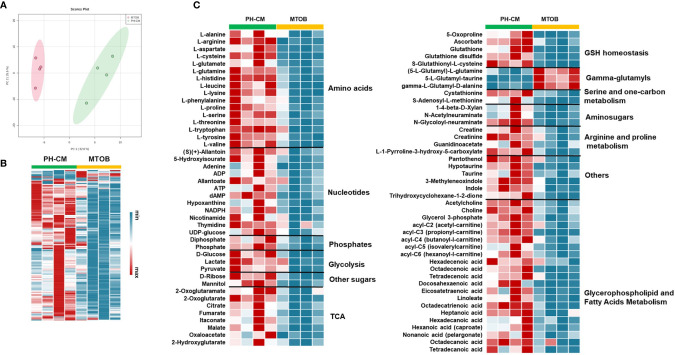
Inhibiting CtBP1 reduced metabolites production in response to PH-CM. **(A)** Principle Component Analysis (PCA) showing clear separation of metabolites produced from BMDMs co-cultured with PH-Fibs with or without MTOB, CtBP1 inhibitor, treatment. **(B)** Heat-map showing in general the concentration of metabolites produced from BMDMs co-cultured with PH-Fibs in the presence of MTOB were decreased compared to in the absence of MTOB. Each column represents an individual sample. **(C)** Heat-map showing metabolites that are significantly changed in BMDMs with MTOB treatment (*p* ≤ 0.05).

**Figure 8:**
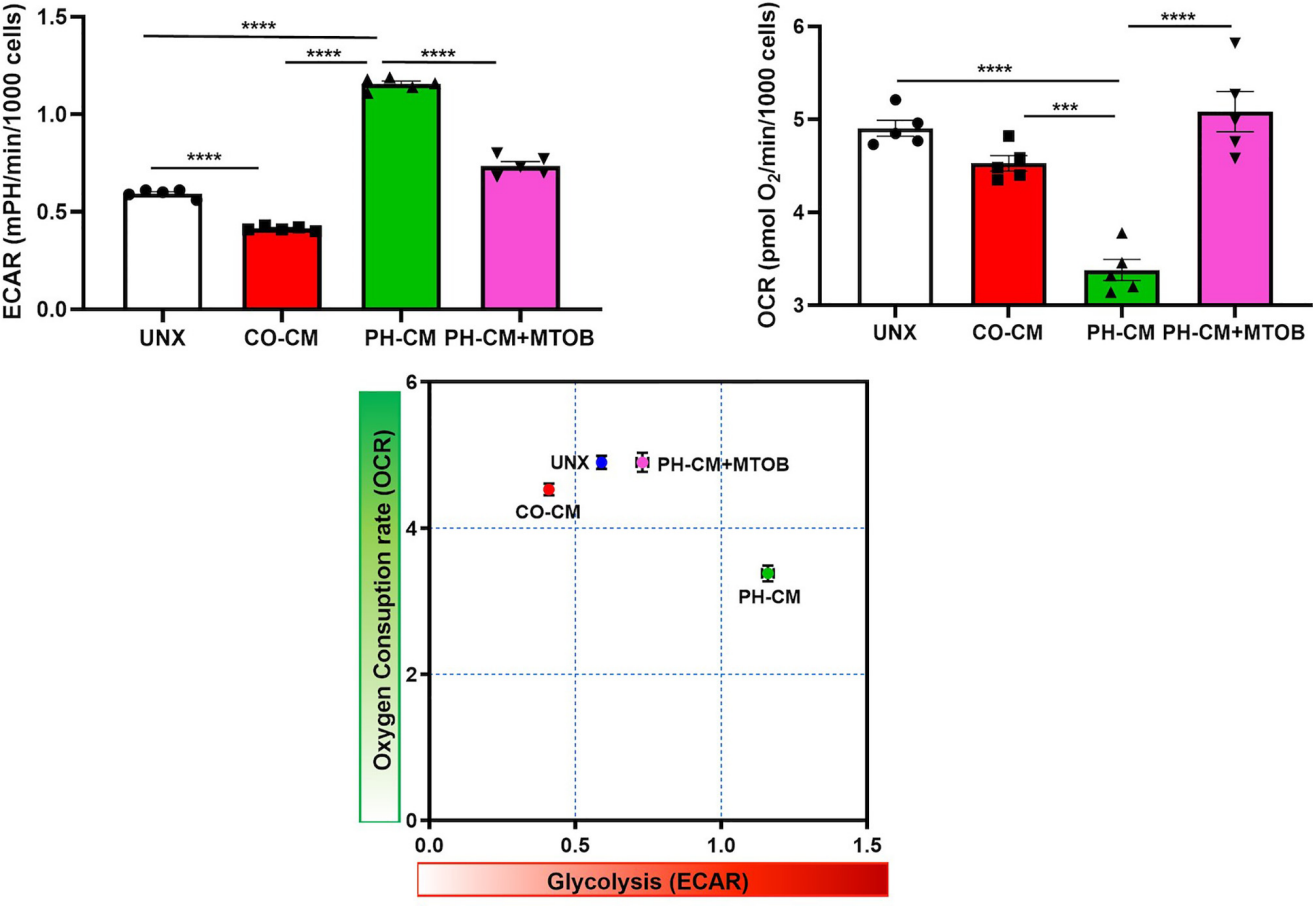
Inhibiting CtBP1 by MTOB reversed the effects of PH-CM on macrophage glycolysis (ECAR) and oxygen consumption (OCAR). CM was collected from CO-Fibs, PH-Fibs or PH-Fibs treated with MTOB. BMDM was exposed to CM for 18hrs prior to their analysis for extracellular acidification rate (ECAR) and oxygen consumption rate (OCR) with Seahorse XF96 analyzer to determine the effects of CtBP1 inhibitor, MTOB, on macrophage glycolysis and mitochondrial OXPHOS. ***p < 0.001, ****p < 0.0001.

### Inhibition of CtBP1 Blocks Hypoxia-Induced Macrophage Accumulation and Activation *In Vivo*

Given our previous work showing that CtBP1 plays an important role in control of the activated PH-Fib and the current findings supporting a critical for CtBP1 in the PH-CM driven macrophage phenotype, we wanted to explore the possibility that MTOB could potentially act *in vivo* to abrogate reciprocal signalling between the cells and have significant effects on perivascular inflammatory responses. We started by examining CtBP1 expression *in vivo* in hypoxic murine and bovine models, as well as in human PH patients. Co-immunostaining of the macrophage marker (CD68+, red) and CtBP1 (green) of the lung tissues obtained from 4-day hypoxic mice showed higher CtBP1 expression/immunostaining in both CD68^+^ macrophages (single arrows) and CD68^-^ fibroblasts (double arrows) in PA adventitia compared to sea level controls. Similar results were found in both hypoxia-induced PH neonatal calves and human PH patients (**Figure 9A**).

**Figure 9:**
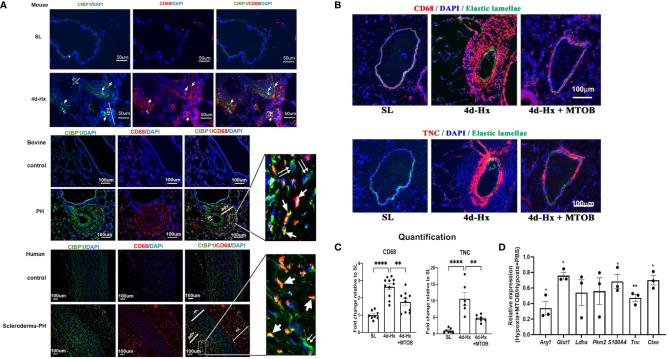
*In vivo* treatment of hypoxia-exposed mice with the CtBP1 inhibitor, MTOB, inhibited lung interstitial/perivascular macrophage activation. **(A)** Immunofluorescent double staining (green: CtBP1, red: CD68, blue: DAPI, scale bar = 50μm for mice and scale bar = 100μm for bovine or human. “m”-media, “adv”-adventitia, “ni”-neointima) demonstrated that CtBP1 protein is overexpressed in the adventitia of 4-day hypoxia-exposed mice, neonatal calves with chronic hypoxia-induced pulmonary hypertension (PH), and human PH patients, but not in their respective controls. Single arrows showed the cells with positive staining for both CtBP1 and CD68. Double arrows showed cells with positive staining for CtBP1 only. **(B)** Immunofluorescent staining of mouse lung sections obtained from sea level (SL) control, 4-day hypoxic (4d-Hx), or 4d-Hx mice treated with MTOB (4d-Hx + MTOB) showed that MTOB decreased inflammatory cell recruitment (CD68) and vascular remodeling (TNC). **(C)** Quantification of CD68 and TNC staining on lung sections from SL, 4d-Hx and 4d-Hx+MTOB mice. **p < 0.01, ****p < 0.0001. **(D)** Lung interstitial/perivascular macrophages were isolated by flow cytometry from mice exposed to hypoxia (HX-IM) and treated with MTOB or PBS. Experiments were repeated three times. qPCR showed MTOB decreased the gene expression of *Arg1, Glut1, Ldha, Pkm2, S100A4, Tnc*, and *Ctss* in interstitial/perivascular macrophages exposed to hypoxia. Data is represented as fold change relative to PBS treated hypoxic mice and is displayed as mean ± sem. *P < 0.05, **P < 0.01.

We then tested the therapeutic effect of MTOB *in vivo* in the hypoxic mouse model. It has been reported that hypoxia induced-inflammatory responses peak between day 3 and 4 in mice (2, 13, 32, 41). To determine whether MTOB treatment can prevent hypoxia-induced activation of lung interstitial/perivascular macrophages as predicted by our *in vitro* data, and whether this would abrogate macrophage accumulation and potentially vascular remodeling, we injected mice, exposed to either 4-day hypoxia or kept at sea level, with either MTOB (i.p., 1mg/g) or PBS. We then flow sorted lung interstitial/perivascular macrophages pooled from five mice per group and analyzed their gene expression. The experiment was repeated three times. Immunostaining showed that MTOB significantly reduced hypoxia-induced recruitment of CD68^+^ inflammatory cells in the pulmonary vasculature (**Figures 9B, C**) and confirmed the reduction of PA remodeling as shown by expression of Tenascin C (TNC) (**Figure 9B**). qPCR analysis demonstrated that MTOB treatment significantly decreased macrophage activation marker (*Arg1*) expression, the expression of metabolic (*Glut1)*, inflammatory (*S100a4*), and vascular remodeling genes *(Tnc*, and *Ctss-Cathepsin)* were also decreased in interstitial macrophages flow sorted from hypoxia exposed mice (**Figure 9D**).

## Discussion

Recent studies provide strong support for the hypothesis that in PH, bone-marrow derived monocytes are recruited to the lung perivascular space and differentiate into macrophages (4, 6, 10, 19, 42). Their consistent adventitial/perivascular location has raised the possibility that fibroblasts, the most common cell type in the outer part of the vessel wall, could play a vital role in the recruitment and polarization of recruited monocytes into macrophages with distinct pro-inflammatory, pro-remodeling phenotypes. The intention of this study was twofold: 1) to explore the mechanisms underlying macrophage polarization in response to fibroblast-derived signals in the adventitial microenvironment in both control and PH conditions, and 2) to determine if we could target activation of both fibroblasts and macrophages within the adventitial microenvironment to attenuate the inflammatory responses and vascular remodeling. With regard to the first goal, transcriptomic and metabolomic analysis of naïve mouse BMDMs treated with media conditioned by adventitial fibroblasts isolated from pulmonary hypertensive or age-matched control neonatal calves (PH-CM or CO-CM, respectively) demonstrated the following: 1) PH-CM and CO-CM actively yet differentially regulate macrophage transcriptomic profiles. PH-CM activated inflammation, immune response, and metabolic canonical pathways in BMDMs, while CO-CM inhibited these pathways, 2) the upstream regulators identified in BMDMs treated with PH-CM or CO-CM are distinct and the differences lie in the receptors expressed on BMDMs, as well as activated or inhibited transcriptional regulators and signaling pathways, 3) PH-CM induced metabolic reprogramming in BMDMs characterized by increased aerobic glycolysis, increased PPP, an altered TCA cycle evidenced by increased glutamine utilization, increased polyamine synthesis, and accumulation of amino acids, nucleotides, amino-sugars, gamma-glutamyls, and fatty acids in BMDMs. With regard to our second goal of identifying potential targets common to both fibroblasts and macrophages that if inhibited could reduce inflammation and remodeling, we found: 1) increased glycolysis/free NADH/CtBP1 levels are common features in PH-Fibs and PH-CM treated BMDMs, 2) changing the adventitial microenvironment by targeting this common mechanism with MTOB, a pharmacologic inhibitor of CtBP1, resulted in reduction of metabolite production, and marked inhibition in inflammatory and pro-remodeling gene expression in PH-CM treated BMDMs *in vitro* and significantly attenuated hypoxia induced inflammation and vascular remodeling *in vivo*.

It is well known that macrophage activation is a process that occurs in response to stimuli from the local environment that results in a specific functional phenotype (28, 36, 43–49). The results from our study demonstrated a multi-dimensional macrophage phenotype in the diseased microenvironment associated with metabolic reprogramming in support of their function. **Supplemental Figure 10** illustrates how intracellular metabolic reprogramming of the macrophage can support their function and adaption to the diseased microenvironment. Central to the metabolic reprograming of PH-CM treated macrophages are the increased accumulation of lactate and the alteration of the TCA cycle. Increased levels of lactate and hydroxygluturate, an inhibitor of prolyl-hydroxylases and therefore a HIF stabilizer, both support increased inflammatory gene expression. Increased accumulation of amino acids and nucleotides is the by-product of aerobic glycolysis and a source of energy and building blocks for cell activation and proliferation. Increased flux in the pentose phosphate pathway could also provide substrates for nucleotide synthesis. Additionally, we observed increased levels of glutamine, glutamate, and α-ketoglutarate, suggesting a re-wiring of the fuel preference for the TCA cycle to promote dependence on more amino acid-based sources (e.g. glutamine) rather than glucose derived carbons. PH-CM treated BMDMs also exhibited dramatic accumulation of glycerophopholipids and fatty acids, and increased polyamine synthesis. Collectively this is the first study exploring the effects of adventitial microenvironment on the regulation of macrophage transcription and metabolism. The results suggest that transcriptional and metabolic reprogramming in peri-vascular macrophages could be important in driving many of the hyperproliferative and matrix accumulating phenotypes of cells in the vessel wall. Collectively this is a distinct phenotype that could be considered both pro-inflammatory and pro-remodeling, consistent with the hypothesis that in chronic inflammatory conditions, such as vascular remodeling, there is a non-resolving, co-existence of pro-inflammatory and pro-repair signals. Future studies will need to be directed at determining how this phenotype in early PH evolves over time.

We hypothesized that the vascular remodeling process within the vessel wall of humans and animals with PH entails a bidirectional communication between adventitial fibroblasts and macrophages where products of metabolic programs as well as cytokines produced in activated fibroblasts can induce metabolic reprograming and transcriptional responses in macrophages, and in turn, macrophages provide substrates and factors that regulate fibroblasts. However, at present, we can only successfully study, *in vitro*, one direction of the communication that comprises this hypothesis. We can obtain and maintain in culture phenotypically distinct fibroblasts from control and pulmonary hypertensive vessel walls to examine the effect of these cells on naïve macrophages. Intriguingly, the fibroblasts from the hypoxic vessel wall maintain this distinct phenotype in culture under normoxic conditions. Further, we have shown that exposure of control fibroblasts to hypoxia *ex vivo* is not sufficient to reproduce the PH-Fib phenotype (50). Unfortunately, at present, we cannot derive sufficient numbers of macrophages from the lung vasculature to perform experiments examining the effects of the activated macrophage on the undifferentiated fibroblast. We have preliminary data showing that macrophages treated with PH-Fib conditioned media do exert proinflammatory changes in control fibroblasts. This will be an important question to address in future research.

We were especially intrigued by our observations that the pro-inflammatory and pro-remodeling phenotype of the bone marrow derived macrophages treated with PH-CM *in vitro* resembled the phenotype of lung perivascular macrophages isolated from mice exposed to hypoxia *in vivo*. The phenotype and the underlying signaling mechanisms of interstitial macrophages obtained from hypoxic mice were compared directly to macrophages treated with PH-CM. Both the canonical pathways as well as the upstream regulators were similar between the *in vivo* and *ex vivo* treated macrophages. Upregulation of genes including CCL5, IL-1beta, and IL-6 and upstream regulators including STAT3, HIF-1, and NFkB and a striking decrease in PPAR gamma were observed both *in vivo* and then *ex vivo* treated macrophages. These observations support the idea that the robust and important macrophage phenotypes observed *in vivo* can potentially be recapitulated *in vitro*, at least in its initial stages, and used to gain insight into the critical signaling mechanisms in this very distinct macrophage that contributes to PH.

Pulmonary hypertension is a disease characterized by chronic and persistent inflammation. Fibroblasts and macrophages are the primary cell types in the adventitial area, the hub for inflammatory signaling. The cross-talk between fibroblasts and macrophages, as well as the microenvironment harboring these cells facilitates the chronic inflammation observed in PH. Interestingly, we observed common phenotypes and common underlying regulatory mechanisms in PH-fibroblasts and PH-CM treated macrophages. Increases in aerobic glycolysis, free NADH, and activity of the transcriptional co-repressor, CtBP1, were observed in both cell types. Increases in CtBP1 are particularly interesting as this transcriptional co-repressor has also been reported to contribute to the metabolic and phenotypic abnormalities in cancer and microglia cells (38, 51, 52). Previous studies demonstrated inhibition of CtBP1 with MTOB abrogated the activated phenotype of PH-Fibs and reversed the metabolic profile of PH-Fibs toward CO-Fibs. In this study, we treated PH-Fibs and macrophages that were in co-culture with MTOB and reduced both macrophage inflammatory gene expression and metabolite production. This raised the possibility that we could potentially abrogate the cross-talk between these two cells *in vivo*. We treated hypoxic mice with MTOB and found decreased inflammatory cell accumulation, as well as decreased expression of an early marker of vascular remodeling, Tenascin C, in the lung perivascular area consistent with previous observations (32). In flow sorted macrophages from the MTOB treated hypoxic mice, we found significant decreases in markers associated with metabolism, inflammation and extracellular matrix supporting the idea that targeting metabolism in cell types driving chronic inflammation could abrogate inflammatory responses. This is consistent with observations in various cancers wherein CtBP has evolved as a potential therapeutic target in cells expressing a glycolytic phenotype (51, 53). One recent study found the emergence of cells (stem-cell like breast cancer cells) with resistance to metformin treatment but with heighted sensitivity to inhibitors of CtBP. Thus, a better understanding of metabolic transcriptomic cross-talk in PH may lead to identification of novel metabolic targets.

In conclusion, the results from our study provide the basis for a more systematic mechanistic understanding of the cross-talk between adventitial fibroblasts and macrophages in health and disease by revealing a comprehensive view of the macrophage transcriptomic and metabolomic landscape. Furthermore, phenotypic and regulatory similarities between PH-Fibs and BMDMs exposed to PH-CM offer an opportunity for novel therapies targeting a coordinated signaling unit. Such therapeutic approaches offer the exciting possibility of attenuating or reversing the pathophysiological remodeling which drives PH progression, but is not altered by current vasodilator therapies.

## Data Availability Statement

The RNA-seq data presented in this article have been submitted to the National Center for Biotechnology Information Gene Expression Omnibus repository (GEO) (http://www.ncbi.nlm.nih.gov/geo/). The GEO accession number is GSE165500.

## Ethics Statement

All animal procedures were performed in accordance with the guidelines for animal experimentation established and approved by the Institutional Animal Care and Use Committees of the University of Colorado Anschutz Medical Campus and Colorado State University (mice and neonatal calves, respectively). All human tissue samples were de-identified and were used secondarily after their primary collection purpose. Pittsburgh University Tissue Bank has obtained permission to study the tissues obtained.

## Author Contributions

ML, SR, KEK, and KS conceived the study. ML, SR, HZ, JP, AM, ADA, MF, MO, TN, MF, SK, and AL carried out the experiments and analyzed the data. ML, SR, DB, SK, and KS and wrote the paper. All authors contributed to the article and approved the submitted version.

## Funding

NIH/NHLBI R01HL125827, NIH/NHLBI P01HL152961, NIH/NHLBI T32HL007171, DOD W81XWH1910259, DOD W81XWH2010249, ADA: Boettcher Webb-Waring Award.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Microenvironmental Regulation of Macrophage Transcriptomic and Metabolomic Profiles in Pulmonary Hypertension
**Source:** Front Immunol. 2021 Mar 31;12:640718. doi: 10.3389/fimmu.2021.640718
**Supplement:** Supplementary file 1

Supplementary Material

**COMPLEMENTARY DETAILS OF MATERIALS AND METHODS**

**Animals**

All animal procedures were performed in accordance with the guidelines for animal experimentation established and approved by the Institutional Animal Care and Use Committees of the University of Colorado Anschutz Medical Campus and Colorado State University (mice and neonatal calves, respectively). The neonatal calf model of severe chronic hypoxia-induced PH has been described previously (1-3). Briefly, neonatal male Holstein calves (1-3 days old) were exposed to hypobaric hypoxia (P_B_ = 430mmHg, simulated elevation 15,000 ft. / 4,570 m) for 2 weeks, while age-matched controls were kept at ambient Fort Collins, CO altitude (P_B_ = 640 mmHg, 5,000 ft. /1,520 m). Standard husbandry and veterinary care were provided following institutional guidelines at the Hypobaric/Hyperbaric Facility, Department of Physiology, Colorado State University (Fort Collins, CO). Following this interval, animals were deeply anesthetized with sodium pentobarbital (160mg/kg) and exsanguinated for tissue harvest.

All mice were C57bl6/J background. Wildtype and *Hif1α*^fl/fl^;LysMcre were purchased from Jackson Laboratories (Bar Harbor, Maine, USA). Mice were kept at simulated sea level altitude to offset Denver altitude for one week after arrival with controlled temperature (22–24 °C) under a 12-hour-light-dark cycle. Food and water were accessible ad libitum. After one week, mice were randomly separated into three groups (n=5/each group): 1) sea level normoxia, 2) hypoxia + PBS, and 3) hypoxia + 4-methylthio-2-oxobutanoic acid (MTOB, Sigma-Aldrich, Saint Louis, MO; I.P injections, 1mg/g body weight. Mice were pre-treated for one-week, 3 times per week, at sea level before hypoxic exposure, and injected once while under hypoxic exposure). Hypoxic groups were placed in hypobaric hypoxic chambers (P_B_ =380mmHg, simulated altitude of 18,000ft/5,490 m) for 4 days, corresponding to the peak of macrophage recruitment and inflammation observed previously (4-6). Hypoxic exposure was supervised using an oxygen monitor. Control mice (normoxia) remained at sea level altitude under the same light-dark cycle.

**Cell Culture**

Adventitial fibroblasts from distal pulmonary arteries (dPAs) of 2-wk old male calves (control or with hypoxia induced PH) were isolated by explant culture as described previously (2, 7, 8) and were cultured with 10% Bovine Calf Serum in DMEM media. Human pulmonary artery fibroblasts were derived from patients with idiopathic PH or from control donors undergoing lobectomy or pneumonectomy and were cultured with 10% Fetal Bovine Serum. All cells were cultured under ambient (Denver) normoxic conditions. Experiments were performed on cells between passages 5-10. Conditioned media (CM) was collected after 1 day of growth when the cells were greater than 85% confluent. After collection, CM was centrifuged to remove any cell debris, and stored at -80°C prior to experimental use.

Mouse bone marrow-derived macrophages (BMDMs) were prepared by incubating extracted bone marrow from male wild-type or *Hif1α*^fl/fl^;LysMcre C57bl6/J mice in “Macrophage Growth Medium”, DMEM media containing 2mM glutamine, 25mM HEPES, 1mM pyruvate supplemented with 10% FBS (Endotoxin levels below 0.3 IU) and 50ng/ml CSF1, for 5-10 days. For CM treatment experiments, 0.5 million BMDMs were plated per well of a 24well dish. BMDMs were treated with fibroblast CM supplemented with 10%FBS for 18 hours for RNA isolation (9). The effect of MTOB treatment on macrophage was assessed in a co-culture system. PH-fibs were either left untreated or pre-treated with CtBP1 inhibitor, MTOB. Prior to exposing BMDM to pretreated PH-Fibs CM, the media was supplement with 1/3 final volume of fresh media, with or without drug. The BMDM were exposed to PH-Fibs through a Transwell system for 18hr prior to harvest.

Bovine BMDM were propagated from cells isolated from the ribs of control neonatal calves. Freshly isolated bovine bone marrow cells are incubated in growth media [10%FBS, DMEM (with pyruvate and 25mM Hepes) + Non-Essential Amino Acids + 10mM Gln + 50ng/mL human CSF1] for 9-14 days until a confluent culture of macrophage cells is achieved. Alternatively, freshly isolated bone marrow cells are cryopreserved in FBS: DMSO (9:1 v:v). Cells are revived from frozen stock by dilution in DMEM media followed by centrifugation at 300x*g* for 5 min and cultured by the same method as freshly isolated bone marrow cells.

Human monocyte-derived macrophages (MDM) were derived from monocytes isolated from human peripheral blood mononuclear cells (PBMC) using the Miltenyi Human Pan Monocyte Isolation Kit, 130-096-537. PBMC were provided by the Healthy Human Blood Cell Research Consortium at National Jewish Health, Denver, CO after purification from whole peripheral blood using a plasma Percoll method as previously described (10) and washed 2 times using Krebs-Ringer phosphate-buffered saline with dextrose (154 mM NaCl, 5.6 mM KCl, 1.1 mM MgSO_4_, 2.2 mM CaCl_2_, 0.85 mM NaH_2_PO_4_, 2.15 mM Na_2_HPO_4_ and 0.2% dextrose). A half of a million monocytes were plated per well of a 24 well plate and cultured for a week in DMEM (Corning 15-018) supplemented with 4mM glutamine, pyruvate, penicillin-streptomycin, 10% FBS (endotoxin levels <0.3EU), and 100ng/mL human CSF (Bio-Legend, 574806). After one week of culture, the MDM were stimulated with either conditioned media derived from CO-Fibs or PH-Fibs and supplemented with 10%FBS for 18hr prior to harvest for analysis.

**Mouse Lung Interstitial/Perivascular Macrophage Preparation and Flow Cytometry**

The hypoxic mouse model is well established in our laboratory (11, 12). Mice were exposed to hypoxia or sea level environments as described above. For isolation of lung interstitial/perivascular macrophages (IM), five mice were pooled per sample due to limited cell yields. The experiment was repeated three times for each group. Flow cytometry analysis and cell sorting were conducted at the University of Colorado Cancer Center Flow Cytometry Core Facility as described previously (12). Briefly, interstitial/perivascular macrophages were isolated by flow cytometry from total lung digest using the following gating strategy: Debris, doublets and dead cells were excluded, cells were then sorted against pre-injected intravenous CD45 antibody to remove intravascular cells, followed by sorting on CD64 and side scatter to identify macrophages, and then interstitial/perivascular macrophages were separated from alveolar macrophages by high-CD11b/low-CD11c vs. high-CD11c/lowCD11b, respectively. In the 4-day hypoxic mouse, the interstitial macrophage population was confirmed to be primarily perivascular as shown by macrophage immunostaining in whole lung sections (4, 12).

**RNA Sequencing (RNA-Seq)**

Mouse BMDMs were treated with media conditioned by either CO-Fibs (CO-CM) or PH-Fibs (PH-CM) or left untreated (UNX). Each treatment CM was generated from CMs pooled from 5 different fibroblast populations. The experiment was repeated three times. Total RNA was purified using NucleoSpin RNA Isolation kit (Machery-Nagel, [www.mn-net.com](http://www.mn-net.com)) according to the manufacturer’s instructions. RNA quantity and quality were evaluated using NanoDrop and Bioanalyzer. The RNA Integrity Number (RIN) values were near 10 in all the samples. RNA-Seq library preparation and sequencing were conducted at the Genomics and Microarray Core at the University of Colorado Anschutz Medical Campus. Libraries were constructed using a NuGen universal plus mRNA-Seq kit. Sequencing was performed on Illumina NovaSEQ6000 system, using the paired-read 2x150 cycle option.

**Bioinformatics Analysis**

RNA-Seq reads were generated using Illumina NovaSEQ6000 analysis pipeline. In this study we also included our previously published interstitial macrophage raw data (12), archived at <https://www.ebi.ac.uk/ena/data/view/PRJNA345360>. The read quality of all the samples were checked using FastQC v0.11.5. Adapter trimming, quality control, and base correction were performed by AfterQC (13). The sequencing reads in the FASTQ files of all the samples were aligned to the Mus musculus reference genome (Mus_musculus.GRCm38v91) (14) with Spliced Transcripts Alignment to a Reference (STAR) version 2.6.0c (15). STAR is an ultrafast universal RNA-Seq aligner that specifically addresses RNA-Seq data mapping challenges using strategies that makes it faster and more accurate than other current alternatives. The RNA-Seq FASTQ reads were aligned using the following STAR parameters: --genomeDir INDEX; --sjdbGTFfile GTF; --runThread 16 ; --outSAMstrandField intronMotif ; --outFilterIntronMotifs RemoveNoncanonical ; --readFilesIn fastq1 fastq2 ; --readFilesCommand zcat ; -- outSAMtype BAM Unsorted ;--outReadsUnmapped Fastx ;--outSAMmode Full. We next applied featureCounts v1.6.2 (parameters used: -T 16; -t exon; -g gene_id; -a GTF; bam) (16) to assign reads to genes using mouse transcript annotations as a guide.

EdgeR (version 3.14) in R (version 3.4.3) was used for data normalization and differential expression analysis of RNA-Seq expression profiles with biological replication (17). Briefly, it implements a range of statistical methodologies based on the negative binomial distributions for both biological and technical variability. Additionally, it uses an empirical Bayes method to moderate the degree of over-dispersion across transcripts, thereby improving the reliability of inference. A modification of the Fisher exact test was used as the default method to determine differential gene expression for pairwise comparisons. The Benjamin-Hochberg procedure (18) was used to control the false discovery rate (**FDR**), and a cut-off criterion of FDR ≤ 0.05 was applied to identify differentially expressed genes. Individual gene expression was calculated as ‘reads per kilobase per million mapped reads’ (RPKM). Finally, differentially expressed genes were selected based on fold-change (≥ |1.2|), and FDR value (*q* ≤ 0.05). Heat-map and hierarchical clustering were performed using a bioconductor package ComplexHeatmap v1.10.2 (19). Gene expression levels were centered on the mean of log transformed RPKM. Clustering was done using complete linkage and Euclidean distance method. Gene ontology and signaling network analysis was performed with Ingenuity Pathway Analysis (IPA, [www.ingenuity.com](http://www.ingenuity.com)).

As shown in Supplemental Fig 1., of the 53,465 genes sequenced, 12,191 met quality control standards and with count greater than 1. 3,348 genes were further removed because neither CO-CM nor PH-CM significantly regulated the expression of these genes compared to untreated BMDMs (Cutoff criteria for differential gene expression: fold change ≥ |1.2|, and FDR ≤ 0.05). The rest of differentially expressed genes were shown in VENN diagrams. Both CO-CM and PH-CM treatment significantly altered expression of a shared subset of 5,924 genes. Among these genes, there are 5,756 genes were regulated in the same direction (either up- or down-regulated) by both CO-CM and PH-CM. The remaining 168 genes were regulated to the opposite directions by CO-CM or PH-CM. There are 1,061 genes significantly regulated by CO-CM only, 1,858 genes were significantly regulated by PH-CM only. The uniquely regulated genes (indicated by pentagons) by CO-CM (1,061+168=1,229) and PH-CM (1,858+168=2,026) were used for pathway analysis.

**Quantitative RT-PCR**

Total RNA of cultured cells was isolated using the NucleoSpin RNA Isolation kit (Machery-Nagel, [www.mn-net.com](http://www.mn-net.com)) according to the manufacturer’s instructions. Total RNA from wild-type mouse lung interstitial/perivascular macrophages was isolated post flow cytometric sorting using a hybrid of Trizol (Ambion) extraction and Qiagen RNeasy MinElute clean up kit (Qiagen) as follows. Cells were lysed in Trizol, Chloroform was added in a 1:5 ratio, pelleted at 12,000xg for 15 minutes, aqueous layer removed and combined 1:1 with 100% ethanol, and placed into Qiagen MinElute column. RNA was further cleaned up per RNeasy MinElute protocol (Qiagen). RNA quality and quantity were analyzed using a NanoDrop and Bioanalyzer. First-strand cDNA synthesis was performed using an iScript cDNA Synthesis Kit (Bio-Rad, Hercules, CA). Quantitative Real-Time PCR was performed using either TaqMan probes (Applied Biosystems, Grand Island, NY) or SybrGreen primers (Suppl. Table 1) according to the manufacturer’s instructions. Gene expression was calculated after normalization to *Hprt* using the ΔCt method and the fold change was calculated relative to the controls in each group.

**Ultra-High Pressure Liquid Chromatography-Mass Spectrometry-Based Metabolomics Analyses**

Metabolomics analyses were performed as previously reported (4, 20) with minor modifications. There are two metabolomics analyses in this study. The first analysis was done with BMDMs treated with CO-CM, PH-CM, or left untreated for 18hrs. The second analysis was done with BMDMs in co-culture with PH-Fibs. After treatment, cells were pelleted and lysed at a concentration of 3 x 10^6^ cells/ml in ice-cold buffer (methanol/acetonitrile/water, 5:3:2, v/v/v) for analysis. The analytical platform employs a 5 minute C18 gradient on a Vanquish UHPLC system coupled to a Q Exactive mass spectrometer (Thermo Scientific, Bremen, Germany) in positive and negative ion modes (separate runs) (21). NAD and NADH were separated on a Kinetex C18 column (2.1 x 150 mm, 1.7 um) using a 9 min gradient. Raw files were converted to mzXML using MassMatrix and peak areas extracted in Maven using QC measured. Metabolites concentrations were normalized by protein content of each sample.

**Integration of Transcriptional and Metabolic Data**

RNA-Seq and Mass Spectrometry data of BMDMs treated with CO-CM and PH-CM were analyzed together using MetaboAnalyst (<https://www.metaboanalyst.ca/>) (22). All differentially expressed genes and metabolites after treatment with conditioned media were uploaded to generate overall interaction networks. For specific metabolite modules, all metabolites detected in the specific pathway were uploaded regardless their differential expression and analyzed with all differentially expressed genes to create a more complete network.

**Measurement of glycolysis and Oxygen Consumption Rate by Seahorse Analysis**

PH-Fibs were treated with a glycolysis inhibitor, 2-DG (10mM), for 24hrs, or CtBP1 inhibitor, MTOB (2.5mM), for 48hrs. CO-CM, PH-CM, as well as 2DG or MTOB treated PH-CM (PH-CM+2DG, PH-CM+MTOB, respectively) were collected as described above, stored in -80°C until use. The Seahorse Bioscience XF96 Extracellular Flux analyzer (Agilent, North Billerica, MA, USA) was used to evaluate the mitochondrial respiration of BMDMs by measurement of oxygen consumption rate (OCR) and extracellular acidification rate (ECAR). These studies were supported in part by the Molecular and Cellular Analytical Core in the Colorado Nutrition Obesity Research Center (P30 DK48520). Briefly, mouse BMDMs were seeded in a 96-well Seahorse plate at a density of 8x10^4 cells/well and were incubated with 80ul of different conditioned medium or left untreated. After overnight incubation, media were changed to unbuffered Seahorse XFDMEM medium, pH7.4 supplemented with 10mM glucose and 1mM sodium pyruvate for 1hr. Then, OCR and ECAR were measured under basal conditions according to the manufacturer's instructions. The results were normalized for cells numbers and analyzed using the Wave Software (Agilent) (23, 24).

**Fluorescence Lifetime Imaging (FLIM)**

Mouse BMDMs were cultured as described above and treated with PH-CM for 24hrs prior to measurement of intracellular NADH level by fluorescence lifetime imaging (FLIM). FLIM of two-photon excited NADH was performed at the UCD Advanced Light Microscopy Core to directly quantitate NADH level in cells as previously described (4, 25-28). Even though the fluorescence excitation and emission properties of the nicotinamide ring of NADPH are identical to those of NADH, it was demonstrated that FLIM can separate free-NADH and NADPH fluorescence lifetimes in live cells and tissues. Another important consideration is that the dissociation constant (Kd) of CtBP is much higher for NADH (1nM) than NADPH (10^4nM), which indicate that the relative contribution of free NADPH to CtBP activation would have been minimal (25, 26, 28).The FLIM experiments were performed in the Advanced Light Microscopy Core part of the NeuroTechnology Center at University of Colorado Anschutz Medical Campus supported in part by Rocky Mountain Neurological Disorders Core Grant Number P30 NS048154 and by Diabetes Research Center Grant Number P30 DK116073. Contents are the authors' sole responsibility and do not necessarily represent official NIH views.

**Assessment of NADH/NAD+ Ratio**

NADH/NAD+ ratio was determined using modified methods of DH (29) based on the enzymatic cycling reaction (Pyruvate + NADH + H+ ↔ Lactate + NAD+ ) and was performed as previously described (4, 28). Briefly, cells were cultured in 60 mm Petri dishes and exposed to conditioned media or left untreated. After 18hrs, cells were washed with cold PBS and homogenized with 100 µl of cold acid-extraction buffer (1 M HClO3) and then neutralized with 50 µl of cold 2 M KHCO3. The pH of HCLO3 and KHCO3 mixture was 7.0. The absorbance of NADH at 340nM was measured before and after an enzymatic cycling reaction. The difference of NADH absorbance was used to determine the concentration of lactate or pyruvate. Standard curves for lactate and pyruvate concentration were generated for every set of experiments. The ratio of [lactate]: [pyruvate] was used to calculate the NADH:NAD+ ratio according to the following equation: NADH: NAD+ = K(lactate)/(pyruvate)(H+ ), where K is the equilibrium constant for lactate dehydrogenase.

**Immunostaining Staining**

Freshly obtained animal lung tissue samples were embedded in O.C.T. (Sakura FineTek, Torrancve, CA) and frozen at -80°C. For indirect immunostaining (single- or double-labeling), 5 μm tissue cryosections were fixed in cold methanol:acetone (1:1).Nonspecifc binding was blocked with DAKO Antibody Diluent (DAKO Inc.,Carpinteria,CA),and sections were incubated overnight at 4°C with the following primary antibodies (Abs): mouse monoclonal Abs (mAbs) against mouse CtBP1 were purchased from Epigentek (Farmingdale, NY) and used at 1:100 dilution. Mouse mAbs against bovine and human CtBP1 were purchased from BD Biosciences (San Jose, CA), and used at 1:100 dilution. Rat mAbs against mouse macrophage marker CD68 were purchased from Bio-Rad (Hercules, CA) and used at 1:400 dilution. Mouse mAbs against bovine and human macrophage marker CD68 were purchased from DAKO (Raleigh, NC) and used at 1:200 dilution. Rabbit polyclonal Abs against tenascin C (TNC) were purchased from EMD Millipore (Billerica, MA. Brand Family: Chemicon), and used at 1:100 dilution. Single-labeling was performed via a Biotin-Streptavidin detection system using Alexa-488 or -594 fluorochromes according to manufacturer’s instructions (Molecular Probes/Invitrogen, Frederick, MD). For double-labeling, appropriate species-specific biotinylated Abs were used as secondary Abs,followed by Streptavidin-conjugated fluorochrome. Immunolabeled sections were mounted with VectaShield embedding medium with DAPI (Vector Labs, Burlingame, CA), and examined under a Zeiss fluorescent microscope. Images were acquired using AxioVision digital imaging system.

**Quantification of Immunofluorescent Staining**

5 μm tissue sections with immunofluorescent staining were scanned on a Leica-Aperio Versa 8 system at 20x magnification. The acquired images were then analyzed using the Aperio ImageScope software v12.4.2 with the Area quantification FL v1 algorithm. The red fluorescence threshold was selected to eliminate the out-of-fluorescence background. The entire lung lobe section area was selected for quantification, and the red fluorescence was normalized to the total lung area. Two lung sections per each group were analyzed. The resulting ratio was presented as “Expression” in Artificial Units (AU). The data was presented as fold change relative to sea level mouse lung section.

**Human Tissues**

Human pulmonary artery specimens from rejected normal donors (n=3) and patients with pulmonary (arterial) hypertension (PH/PAH) (n=5) (see Suppl. Table 2 for detailed description of clinical characteristics, demographics and pathological diagnoses) were obtained from Pittsburgh University Tissue Bank. Samples were de-identified and were used secondarily after their primry collection purpose. Pittsburgh University Tissue Bank has obtained permission to study the tissues obtained.

**Statistical Analysis**

Prism software version 7 (GraphPad, Software, Inc, [www.graphpad.com](http://www.graphpad.com)) was used for t-test or one-way ANOVA followed by Bonferroni post-test analysis for multiple comparisons. Values were expressed as mean ± SEM. For basic comparisons of two Gaussian distributed sample sets, we used Student’s unpaired, two-tail t-tests. When comparing multiple groups, the respective ANOVA (one way when comparing one characteristic, or two way if two dependent variables were involved) was performed. P-values were subject to multiple testing adjustment using Bonferroni correction. Differences with *p* values less than 0.05 were considered statistically significant.

**SUPPLEMENTAL REFERENCES**

1. Das M, Burns N, Wilson SJ, Zawada WM, Stenmark KR. (2008). Hypoxia exposure induces the emergence of fibroblasts lacking replication repressor signals of PKCzeta in the pulmonary artery adventitia. Cardiovasc Res. 78:440. doi:10.1093/cvr/cvn014

2. Li M, Riddle SR, Frid MG, El Kasmi KC, McKinsey TA, Sokol RJ, et al. (2011). Emergence of fibroblasts with a proinflammatory epigenetically altered phenotype in severe hypoxic pulmonary hypertension. J Immunol. 187:2711. doi:10.4049/jimmunol.1100479

3. Stenmark KR, Fasules J, Hyde DM, Voelkel NF, Henson J, Tucker A, et al. (1987). Severe pulmonary hypertension and arterial adventitial changes in newborn calves at 4,300 m. J Appl Physiol (1985). 62:821. doi:10.1152/jappl.1987.62.2.821

4. Li M, Riddle S, Zhang H, D'Alessandro A, Flockton A, Serkova NJ, et al. (2016). Metabolic Reprogramming Regulates the Proliferative and Inflammatory Phenotype of Adventitial Fibroblasts in Pulmonary Hypertension Through the Transcriptional Corepressor C-Terminal Binding Protein-1. Circulation. 134:1105. doi:10.1161/CIRCULATIONAHA.116.023171

5. Paddenberg R, Stieger P, von Lilien AL, Faulhammer P, Goldenberg A, Tillmanns HH, et al. (2007). Rapamycin attenuates hypoxia-induced pulmonary vascular remodeling and right ventricular hypertrophy in mice. Respir Res. 8:15. doi:10.1186/1465-9921-8-15

6. Vergadi E, Chang MS, Lee C, Liang OD, Liu X, Fernandez-Gonzalez A, et al. (2011). Early macrophage recruitment and alternative activation are critical for the later development of hypoxia-induced pulmonary hypertension. Circulation. 123:1986. doi:10.1161/CIRCULATIONAHA.110.978627

7. Frid MG, Li M, Gnanasekharan M, Burke DL, Fragoso M, Strassheim D, et al. (2009). Sustained hypoxia leads to the emergence of cells with enhanced growth, migratory, and promitogenic potentials within the distal pulmonary artery wall. Am J Physiol Lung Cell Mol Physiol. 297:L1059. doi:10.1152/ajplung.90611.2008

8. Wang D, Zhang H, Li M, Frid MG, Flockton AR, McKeon BA, et al. (2014). MicroRNA-124 controls the proliferative, migratory, and inflammatory phenotype of pulmonary vascular fibroblasts. Circ Res. 114:67. doi:10.1161/CIRCRESAHA.114.301633

9. El Kasmi KC, Pugliese SC, Riddle SR, Poth JM, Anderson AL, Frid MG, et al. (2014). Adventitial fibroblasts induce a distinct proinflammatory/profibrotic macrophage phenotype in pulmonary hypertension. J Immunol. 193:597. doi:10.4049/jimmunol.1303048

10. Haslett C, Guthrie LA, Kopaniak MM, Johnston RB, Jr., Henson PM. (1985). Modulation of multiple neutrophil functions by preparative methods or trace concentrations of bacterial lipopolysaccharide. Am J Pathol. 119:101.

11. Brown RD, Ambler SK, Li M, Sullivan TM, Henry LN, Crossno JT, Jr., et al. (2013). MAP kinase kinase kinase-2 (MEKK2) regulates hypertrophic remodeling of the right ventricle in hypoxia-induced pulmonary hypertension. Am J Physiol Heart Circ Physiol. 304:H269. doi:10.1152/ajpheart.00158.2012

12. Pugliese SC, Kumar S, Janssen WJ, Graham BB, Frid MG, Riddle SR, et al. (2017). A Time- and Compartment-Specific Activation of Lung Macrophages in Hypoxic Pulmonary Hypertension. J Immunol. 198:4802. doi:10.4049/jimmunol.1601692

13. Chen S, Huang T, Zhou Y, Han Y, Xu M, Gu J. (2017). AfterQC: automatic filtering, trimming, error removing and quality control for fastq data. BMC Bioinformatics. 18:80. doi:10.1186/s12859-017-1469-3

14. Kersey PJ, Staines DM, Lawson D, Kulesha E, Derwent P, Humphrey JC, et al. (2012). Ensembl Genomes: an integrative resource for genome-scale data from non-vertebrate species. Nucleic Acids Res. 40:D91. doi:10.1093/nar/gkr895

15. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 29:15. doi:10.1093/bioinformatics/bts635

16. Liao Y, Smyth GK, Shi W. (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics. 30:923. doi:10.1093/bioinformatics/btt656

17. Robinson MD, McCarthy DJ, Smyth GK. (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 26:139. doi:10.1093/bioinformatics/btp616

18. Benjamini Y, Hochberg Y. (1995). Controlling the False Discovery Rate: a Practical and Powerful Approach to Multiple Testing. Royal Statistical Society. 57:289.

19. Gu Z, Eils R, Schlesner M. (2016). Complex heatmaps reveal patterns and correlations in multidimensional genomic data. Bioinformatics. 32:2847. doi:10.1093/bioinformatics/btw313

20. D'Alessandro A, Nemkov T, Kelher M, West FB, Schwindt RK, Banerjee A, et al. (2015). Routine storage of red blood cell (RBC) units in additive solution-3: a comprehensive investigation of the RBC metabolome. Transfusion. 55:1155. doi:10.1111/trf.12975

21. Nemkov T, Reisz JA, Gehrke S, Hansen KC, D'Alessandro A. (2019). High-Throughput Metabolomics: Isocratic and Gradient Mass Spectrometry-Based Methods. Methods Mol Biol. 1978:13. doi:10.1007/978-1-4939-9236-2_2

22. Chong J, Wishart DS, Xia J. (2019). Using MetaboAnalyst 4.0 for Comprehensive and Integrative Metabolomics Data Analysis. Curr Protoc Bioinformatics. 68:e86. doi:10.1002/cpbi.86

23. Choi HJ, Jhe YL, Kim J, Lim JY, Lee JE, Shin MK, et al. (2020). FoxM1-dependent and fatty acid oxidation-mediated ROS modulation is a cell-intrinsic drug resistance mechanism in cancer stem-like cells. Redox Biol. 36:101589. doi:10.1016/j.redox.2020.101589

24. Schiavone ML, Pecorelli A, Woodby B, Ferrara F, Pambianchi E, Santucci A, et al. (2020). Mechanisms involved in the unbalanced redox homeostasis in osteoblastic cellular model of Alkaptonuria. Arch Biochem Biophys. 690:108416. doi:10.1016/j.abb.2020.108416

25. Blacker TS, Mann ZF, Gale JE, Ziegler M, Bain AJ, Szabadkai G, et al. (2014). Separating NADH and NADPH fluorescence in live cells and tissues using FLIM. Nat Commun. 5:3936. doi:10.1038/ncomms4936

26. De Ruyck J, Famerée M, Wouters J, Perpète EA, Preat J, Jacquemin D. (2007). Towards the understanding of the absorption spectra of NAD(P)H/NAD(P)+ as a common indicator of dehydrogenase enzymatic activity. Chemical Physics Letters. 450:119. doi:10.1016/j.cplett.2007.10.092

27. Stringari C, Nourse JL, Flanagan LA, Gratton E. (2012). Phasor fluorescence lifetime microscopy of free and protein-bound NADH reveals neural stem cell differentiation potential. PLoS One. 7:e48014. doi:10.1371/journal.pone.0048014

28. Zhang Q, Piston DW, Goodman RH. (2002). Regulation of corepressor function by nuclear NADH. Science. 295:1895. doi:10.1126/science.1069300

29. Williamson DH, Lund P, Krebs HA. (1967). The redox state of free nicotinamide-adenine dinucleotide in the cytoplasm and mitochondria of rat liver. Biochem J. 103:514. doi:10.1042/bj1030514

**Supplementary Figure Legend**

**Supplemental Figure 1: The effects of IL6 alone, lactate alone or combination of IL6 and lactate do not match the level of PH-CM in activating mouse BMDMs.** Naïve mouse bone marrow derived macrophages (BMDMs) were treated with cytokine IL6 (2, 20ng/ml), metabolite lactate (25mM), combination of IL6+lactate, or media conditioned by pulmonary artery adventitial fibroblasts isolated from 2-week old hypoxia induced pulmonary hypertensive calves (PH-CM) or left untreated (UNX). qPCR analysis showed fold change of *Arg1, Il1b, Vegf, Ass1*, and *Asl* expression relative to untreated BMDMs. **p*≤0.05,** *p*≤0.01,*** *p*≤0.001,**** *p*≤0.0001, significantly different compared to UNX; ^^^^ *p*≤0.0001, significantly different compared to 2ng/ml IL6; #### *p*≤0.0001, significantly different compared to lactate.

**Supplemental Figure 2: Flow chart for RNA-seq data analysis.**

Naïve bone marrow derived macrophages (BMDMs) were treated with media conditioned by pulmonary artery adventitial fibroblasts isolated from 2-weeks old hypoxia induced pulmonary hypertensive (PH-CM) or age-matched control calves (CO-CM), or left untreated (UNX). Of 53,465 genes sequenced, 12,191 met quality control standards and with count greater than 1. 3,348 genes were further removed because neither CO-CM nor PH-CM significantly regulated the expression of these genes compared to untreated BMDMs (Cutoff criteria for differential gene expression: fold change ≥ |1.2|, and FDR ≤ 0.05). The rest of differentially expressed genes were shown in VENN diagrams. Both CO-CM and PH-CM treatment significantly altered expression of a shared set of 5,924 genes. Among these genes, there are 5,756 genes were regulated to the same direction (either up- or down-regulated) by both CO-CM and PH-CM. The rest of 168 genes were regulated to the opposite directions by CO-CM or PH-CM. There are 1,061 genes were significantly regulated by CO-CM only, 1,858 genes were significantly regulated by PH-CM only. The uniquely regulated genes by CO-CM (1,061+168=1,229) and PH-CM (1,858+168=2,026) were used for pathway analysis.

**Supplemental Figure 3. PH-CM stimulated expression of both M1 and M2 markers in macrophages.**

M1 markers are listed and encompassed by a peach oval. M2 markers are listed and encompassed by panel blue oval. Markers induced by PH-CM in BMDM are represented by central oval in the common area and highlighted in red.

**Supplemental Figure 4. Different reference genes validate qPCR results.**

Naïve bone marrow derived macrophages (BMDMs) were treated with media conditioned by pulmonary artery adventitital fibroblasts isolated from 2-weeks old hypoxia induced pulmonary hypertensive (PH-CM) or age-matched control calves (CO-CM), or left untreated (UNX). mRNA were collected and gene expression was examined by qPCR analysis. In the top panel, target gene expression is normalized to Hprt. In the bottom panel, second reference gene, 18s, was used. Although absolut fold changes vary, the induction trends are unchanged. Data is represented by fold change relative to untreated macrophages isolated from wildtype mice, and displayed as mean ± sem. * *p*<0.05, ** *p*<0.01, *** *p*<0.001, **** *p*<0.0001, compared to untreated BMDMs.

**Supplemental Figure 5.** **Genetic Interruption of HIf1a in mouse BMDMs results in attenuated activation by PH-CM.**

Mouse bone marrow derived macrophages (BMDM) wer isolated from either wildtype (WT) or *Hif1α*^fl/fl^;LysMcre (HIF1-/-) C57bl6/J mice and were treated with PH-fibroblast conditioned media (PH-CM) or left untreated (UNX). qPCR was performed to examine the macrophage activation marker (*Arg1*), inflammatory gene (*Il4ra, Socs3*), metabolic gene (*Glut1*), and vascular remodeling gene (*Vegf*). Data is shown as fold change relative to the WT untreated group and displayed as mean±se. *, *p* ≤ 0.05 compared to WT untreated; # *p* ≤ 0.05 compared to WT PH-CM treated.

**Supplemental Figure 6. Gene expression comparison of macrophages from three different species in response to bovine fibroblast conditioned media.**

Mouse BMDMs, bovine BMDMs and human monocyte derived macrophages (MDMs) were treated with bovine control and pulmonary hypertensive fibroblast conditioned media to examine whether macrophages from different species respond to bovine fibroblast conditioned media differently. mRNA were collected from untreated (UNX), CO-CM and PH-CM treated macrophages and gene expression was examined by qPCR analysis. Data is represented by fold change relative to untreated macrophages, and displayed as mean ± sem. * *p*<0.05, ** *p*<0.01, *** *p*<0.001, **** *p*<0.0001.

**Supplemental Figure 7. Control and PH-fibroblast conditioned media have distinct effects on regulating macrophage metabolism.** A) qPCR confirmed that PH-CM induced gene expression of key molecules and enzymes involved in metabolism in mouse BMDM. In order to confirm the expression of molecules and enzyme suggested by IPA in condition media treated BMDMs. mRNA were collected from untreated (UNX), CO-CM and PH-CM treated BMDMs and gene expression was examined by qPCR. Data is represented by fold change relative to untreated BMDM, and displayed as mean ± sem. * *p*<0.05, ** *p*<0.01, *** *p*<0.001, **** *p*<0.0001. B) The heatmap shows metabolites that weresignificantly regulated by PH-CM compared to untreated or CO-CM treated mouse BMDM.

**Supplemental Figure 8. The overall gene-metabolites interaction network of CO-CM or PH-CM treated BMDMs.** Differentially expressed genes and metabolites (*p* ≤ 0.05) from BMDMs treated with CO-CM or PH-CM compared to untreated BMDMs were used to identify a gene-metabolite interaction network with MetaboAnalyst (<https://www.metaboanalyst.ca/>). CO-CM treated BMDMs generated 5 small modules that do not merge into an overall integrated network. In contrast, PH-CM treated BMDMs generated a complicated gene-metabolite interaction network. Squares: metabolites, circles: genes. Colors are arbitrary and do not signify anything.

**Supplemental Figure 9. Macrophages respond to PH-CM through an integrated transcriptional and metabolic network.** Metabolites of the pathways detected in PH-CM treated vs. untreated BMDMs by mass spectrometry analysis were combined with differentially expressed genes (*p* ≤ 0.05) from RNA-seq analysis to generate gene-metabolite network pathways using Metaboanalyst Network Explorer ([www.metaboanalyst.ca](http://www.metaboanalyst.ca)). Four metabolic modules were analyzed in details: A) TCA cycle and glutamine metabolism, B) glycerophospholipids and fatty acid metabolism, C) NADH, flavin mononucleotide (FMN), D) Arginine, polyamines metabolism, and urea cycle. Genes and metabolites with established functions in macrophage phenotype are identified and their node symbols are colored based on their levels in PH-CM treated BMDMs compared to untreated BMDMs. Orange circle: increased genes. Green circle: decreased genes. Orange Square: increased metabolites. Grey Square: genes or metabolites are not significantly changed in response to PH-CM. Yellow circles: genes or metabolites not known to be significant in macrophage phenotypes. The size of the nodes is arbitrary and does not signify anything.

**Supplemental Figure 10. Macrophages exhibited metabolic reprogramming in response to PH-fibroblast conditioned media to support their functions in PH.** A schematic diagram representing the metabolic reprogramming and functions of macrophages in response to PH-CM. PH-CM treated BMDMs exhibited: 1) increased glycolysis with increased lactate production, a pro-inflammatory signal for the surrounding cells, 2) accumulation of amino acids and nucleotides, substrates for energetic and synthetic cellular programs, 3) increased pentose phosphate pathway, integral to the anti-oxidant system and a source of substrates for nucleotide synthesis, 4) increased levels of glutamine, glutamate, and α-ketoglutarate, suggesting a re-wiring of the fuel preference for the TCA cycle to promote dependence on more amino acid based sources (e.g. glutamine) rather than glucose derived carbons, which are diverted to lactate, 5) increased hydroxyglutarate, a prolylhydroxylase domain (PHD) inhibitor supportive of hypoxia inducible factor (HIF) signaling pathway, 6) accumulation of amino-sugars, gamma-glutamyls and fatty acids; 7) increased arginase and conversion of arginine to ornithine for polyamine synthesis supportive of cell growth and extra cellular matrix remodeling.

# Supplementary material for: Microenvironmental Regulation of Macrophage Transcriptomic and Metabolomic Profiles in Pulmonary Hypertension
**Source:** Front Immunol. 2021 Mar 31;12:640718. doi: 10.3389/fimmu.2021.640718
**Supplement:** Supplementary file 12

| Supplemental Table 1: mouse, bovine and human primers and mouse TaqMan probes | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Mouse real-time PCR primer sequence 5’-3’ | | | | | | | | |
| HPRT | FWD | TGGGCTTACCTCACTGCTTT | | BRD4 | FWD | AGACTCCTTCACCGGTACCCC | | |
|  | REV | CTAATCACGACGCTGGGACT | |  | REV | TGCACAGGCTGTGGAACTGG | | |
| PKM2 | FWD | ATTACCAGCGACCCCACAGAA | | MyD88 | FWD | CACCTGTGTCTGGTCCATTG | | |
|  | REV | ACGGCATCCTTACACAGCACA | |  | REV | AGGCTGAGTGCAAACTTGGT | | |
| mTOR | FWD | AAACACTTCGGAGAGCTGGA | |  |  |  |  |  |
|  | REV | CGGGTCTTCCTTGTTTGTGT | |  |  |  |  |  |
| Mouse TaqMan Probes | | | | | | | | |
| S100A4 | Mm00803372_g1 | | Slc2a1 | Mm00441480_m1 | | G6PD | Mm00658204_s1 | |
| ARG1 | Mm00475988_m1 | | CCR2 | Mm99999051_m1 | | ODC1 | Mm02019269_g1 | |
| LDHA | Mm01612132_g1 | | C5aR1 | Mm00500292_s1 | | ASS1 | Mm00711256_m1 | |
| IL1b | Mm00434228_m1 | | STAT3 | Mm01219775_m1 | | ASL | Mm01197741_m1 | |
| TLR2 | Mm00442346_m1 | | HIF1α | Mm00468869_m1 | | TREM1 | Mm01278455_m1 | |
| TLR4 | Mm00445273_m1 | | HK2 | Mn00443385_m1 | | ARG2 | Mm00477592_m1 | |
| IL6 | Mm00446190_m1 | | TNC | Mm00495662_m1 | | CTSS | Mm01255859_m1 | |
| HPRT | Mm01545399_m1 | |  |  |  |  |  |  |
| Bovine real-time PCR primer sequence 5’-3’ | | | | | | | | |
| IL1b | FWD | GAATGGAAACCCTCTCTCCC | IL6 | FWD | GTGAAAGCAGCAAGGAGACA | HIF1α | FWD | CCACCTCTGGACGTGCCTTT |
|  | REV | GCTGCAGCTACATTCTTCCC |  | REV | ATCCGTCCTTTTCCTCCATT |  | REV | TTTCTTGTCGTTCGCGCCCC |
| TLR2 | FWD | TTCTGAATGCCACAGGGCGG | STAT3 | FWD | CCTCTCAGACCCAGAAGCAC | mTOR | FWD | GCTGAAGGACTCCTCGTCAC |
|  | REV | TGCAGCCACGCCCACATCAT |  | REV | CCTGTCAACCCGTTTGTCTT |  | REV | CTCAGACCAGCAGGACACAA |
| TLR4 | FWD | ATGCCAGGATGATGGCGCGT | C5ar1 | FWD | CTGCTGACCATACCGTCCTT | CCR2 | FWD | TTGTTGGGGAGAAGTTCAGG |
|  | REV | ACCTGTACGCAAGGGTCCCA |  | REV | GACGACACACATCGTCTTGG |  | REV | CGATCTCCTGTCTCCCCATA |
| HPRT | FWD | CTGGCTCGAGATGTGATGAA | ARG1 | FWD | TGGCGATCGGCAGCATCTCT |  |  |  |
|  | REV | CAACAGGTCGGCAAAGAACT |  | REV | TCCGTGTGAGCATCCACCCA |  |  |  |
| Human real-time PCR primer sequence 5’-3’ | | | | | | | | |
| IL1b | FWD | TGGCGGCATCCAGCTACGAA | STAT3 | FWD | GGAAGAATCCAACAACGGCA | HIF1α | FWD | TTTTACCATGCCCCAGATTCA |
|  | REV | TGGCCACAACAACTGACGCG |  | REV | CAGTCACAATCAGGGAAGCA |  | REV | AGTGCTTCCATCGGAAGGACT |
| TLR2 | FWD | GATGCCTACTGGGTGGAGAA | IL6 | FWD | ACAAGCGCCTTCGGTCCAGT | mTOR | FWD | TGTCCTGCTGGTCTGAACTG |
|  | REV | CCACTTGCCAGGAATGAAGT |  | REV | TGTGTGGGGCGGCTACATCT |  | REV | TTCAGCGATGTCTTGTGAGG |
| TLR4 | FWD | GAGCACTTGGACCTTTCCAG | C5ar1 | FWD | CCCAGGAGACCAGAACATGG | CCR2 | FWD | TCAACTGGACCAAGCCACGC |
|  | REV | TCATAGGGTTCAGGGACAGG |  | REV | AGGATGTCTGGAACACGCAG |  | REV | GGGGCAATCCTACAGCCAAG |
| HPRT | FWD | ACGTCTTGCTCGAGATGTGA | ARG1 | FWD | ATGGGGACCTGCCCTTTGCT |  |  |  |
|  | REV | AATCCAGCAGGTCAGCAAAG |  | REV | TTCTGCCACCTTGCCAGCCA |  |  |  |

# Supplementary material for: Microenvironmental Regulation of Macrophage Transcriptomic and Metabolomic Profiles in Pulmonary Hypertension
**Source:** Front Immunol. 2021 Mar 31;12:640718. doi: 10.3389/fimmu.2021.640718
**Supplement:** Supplementary file 13

# Supplementary material for: Microenvironmental Regulation of Macrophage Transcriptomic and Metabolomic Profiles in Pulmonary Hypertension
**Source:** Front Immunol. 2021 Mar 31;12:640718. doi: 10.3389/fimmu.2021.640718
**Supplement:** Supplementary file 14

| Supplemental Table 3. Canonical pathways significantly regulated CO-CM and PH-CM in BMDMs. | | | |
| --- | --- | --- | --- |
| Ingenuity Canonical Pathways (CO-CM vs UNX) | -log(p-value) | z-score | n of genes |
| T Cell Exhaustion Signaling Pathway | 3.44 | -2.84 | 20 |
| Superpathway of Inositol Phosphate Compounds | 3.97 | -2.711 | 23 |
| D-myo-inositol-5-phosphate Metabolism | 4.12 | -2.683 | 20 |
| 3-phosphoinositide Biosynthesis | 4.74 | -2.558 | 22 |
| Role of Pattern Recognition Receptors in Recognition of Bacteria and Viruses | 4.2 | -2.53 | 20 |
| D-myo-inositol (1,4,5,6)-Tetrakisphosphate Biosynthesis | 4.24 | -2.524 | 19 |
| D-myo-inositol (3,4,5,6)-tetrakisphosphate Biosynthesis | 4.24 | -2.524 | 19 |
| 3-phosphoinositide Degradation | 4.65 | -2.4 | 21 |
| Glioblastoma Multiforme Signaling | 2.52 | -2.138 | 17 |
| Glioma Invasiveness Signaling | 2.51 | -2.121 | 10 |
| PD-1, PD-L1 cancer immunotherapy pathway | 1.84 | -2.111 | 11 |
| Glycolysis I | 1.44 | -2 | 4 |
| Thrombin Signaling | 2.87 | -2 | 21 |
| Tec Kinase Signaling | 4.78 | -2 | 22 |
| Ingenuity Canonical Pathways (PH-CM vs UNX) | -log(p-value) | z-score | n of genes |
| Role of JAK1, JAK2 and TYK2 in Interferon Signaling | 1.42 | 2 | 5 |
| Granzyme B Signaling | 1.47 | 2 | 4 |
| Th1 Pathway | 1.48 | 3.051 | 16 |
| TNFR2 Signaling | 1.54 | 2.236 | 6 |
| Apelin Cardiomyocyte Signaling Pathway | 1.6 | 2.309 | 14 |
| Glutaryl-CoA Degradation | 1.68 | -2 | 4 |
| TNFR1 Signaling | 1.79 | 2.121 | 9 |
| Production of Nitric Oxide and Reactive Oxygen Species in Macrophages | 1.82 | 2.4 | 24 |
| T Cell Exhaustion Signaling Pathway | 1.91 | 2.668 | 23 |
| Eicosanoid Signaling | 1.93 | 2 | 11 |
| April Mediated Signaling | 1.97 | 2.121 | 8 |
| ILK Signaling | 2.01 | 2.683 | 25 |
| Notch Signaling | 2.04 | 2.236 | 8 |
| Sirtuin Signaling Pathway | 2.22 | 2.191 | 11 |
| Pancreatic Adenocarcinoma Signaling | 2.24 | 2.138 | 17 |
| Neuroinflammation Signaling Pathway | 2.26 | 2.874 | 11 |
| CD40 Signaling | 2.78 | 2.309 | 13 |
| Dendritic Cell Maturation | 2.85 | 3.922 | 27 |
| Type I Diabetes Mellitus Signaling | 2.92 | 2.887 | 19 |
| iNOS Signaling | 3.19 | 3.317 | 11 |
| Toll-like Receptor Signaling | 3.56 | 3.051 | 16 |
| NF-κB Signaling | 3.71 | 2.785 | 29 |
| Signaling by Rho Family GTPases | 3.97 | 2.335 | 37 |
| Oxidative Phosphorylation | 5.93 | -4.6 | 8 |
| EIF2 Signaling | 11.8 | -3.772 | 52 |

# Supplementary material for: Microenvironmental Regulation of Macrophage Transcriptomic and Metabolomic Profiles in Pulmonary Hypertension
**Source:** Front Immunol. 2021 Mar 31;12:640718. doi: 10.3389/fimmu.2021.640718
**Supplement:** Supplementary file 15

| **Supplemental Table 4: z-scores and p-values for the upstream regulators predicted by IPA in CO-CM and PH-CM treated BMDMs compared to untreated BMDMs.** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Upstream Regulators**  **(CO-CM vs UNX)** | **z-score** | **p-value** | **Upstream Regulators**  **(CO-CM vs UNX)** | **z-score** | **p-value** |
| **CCR2** | **-3.15** | **6.37E-02** | **MYC** | **-3.56** | **2.03E-04** |
| **TLR7** | **-2.95** | **3.85E-03** | **RELA** | **-2.48** | **9.50E-03** |
| **RPTOR** | **-2.61** | **2.12E-01** | **STAT1** | **-2.26** | **4.06E-03** |
| **MYD88** | **-2.45** | **3.02E-01** | **STAT3** | **-2.00** | **1.05E-03** |
|  | | | | | |
| **Upstream Regulators**  **(PH-CM vs UNX)** | **z-score** | **p-value** | **Upstream Regulators**  **(PH-CM vs UNX)** | **z-score** | **p-value** |
| **TLR2** | **2.94** | **3.00E-02** | **TP53** | **3.19** | **4.08E-15** |
| **TLR4** | **3.05** | **4.23E-06** | **RELA** | **2.82** | **1.04E-03** |
| **TREM1** | **2.04** | **8.86E-04** | **BRD4** | **2.53** | **1.28E-03** |
| **CD40** | **2.25** | **4.50E-02** | **NF-kB** | **4.46** | **2.50E-05** |
| **CCR2** | **2.03** | **5.19E-03** | **CEBRD** | **2.00** | **1.44E-02** |
| **C5aR1** | **2.07** | **2.70E-02** | **STAT4** | **3.15** | **2.52E-09** |
| **RICTOR** | **7.36** | **6.12E-21** | **HIF1a** | **2.75** | **4.40E-06** |
| **MYD88** | **2.15** | **2.05E-04** | **YAP1** | **2.27** | **4.00E-03** |
|  |  |  | **STAT3** | **2.03** | **5.44E-04** |

# Supplementary material for: Microenvironmental Regulation of Macrophage Transcriptomic and Metabolomic Profiles in Pulmonary Hypertension
**Source:** Front Immunol. 2021 Mar 31;12:640718. doi: 10.3389/fimmu.2021.640718
**Supplement:** Supplementary file 16

| **Supplemental Table 5: Comparison of gene expression levels among mouse BMDMs, bovine BMDMs and human MDM cells treated with bovine or human fibroblast CM.** | | | |
| --- | --- | --- | --- |
| **Genes**  **(PH-CM vs UNX)** | **Mouse BMDM +**  **Bovine PH-CM** | **Bovine BMDM +**  **Bovine PH-CM** | **Human MDM +**  **Bovine PH-CM** |
| **IL-1b** | **527.8 ± 90.75****** | **22.39 ± 6.11*** | **3.20 ± 0.67**** |
| **IL6** | **61.09 ± 11.80***** | **9.27 ± 1.24***** | **2.40 ± 0.44**** |
| **TLR2** | **22.88 ± 1.75****** | **3.54 ± 0.52**** | **0.89 ± 0.10** |
| **TLR4** | **6.13 ± 0.45****** | **3.31 ± 0.36***** | **2.86 ± 0.52**** |
| **STAT3** | **7.33 ± 0.70****** | **2.97 ± 0.56*** | **2.0 ± 0.24***** |
| **HIF1α** | **9.49 ± 0.97****** | **4.99 ± 0.85**** | **11.18 ± 2.17***** |
| **MYD88** | **4.92 ± 0.72***** | **2.09 ± 0.49** | **2.17 ± 0.26***** |
| **mTOR** | **2.93 ± 0.43***** | **2.83 ± 0.60*** | **2.17 ± 0.26***** |
| **CCR2** | **4.86 ± 0.61****** | **4.42 ± 0.79**** | **1.87 ± 0.34*** |
| **C5AR1** | **4.67 ± 0.39****** | **2.21 ± 0.28*** | **10.21 ± 0.95****** |
| **Arg1** | **94.09 ± 30.76 *** | **1.22 ± 0.18** | **2.14 ± 0.14****** |
| **Data is presented by fold change relative to untreated macrophages and is shown as mean ± sem.*p< 0.05, **p < 0.01, ***p<0.001, ****p < 0.0001, compared to untreated macrophages.** | | | |

How the deposited data were processed for this re-analysis (not part of the article)

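RNA-Seq was available for 9 libraries of mouse BMDMs, 3 each untreated (UNX), treated with CO-CM and treated with PH-CM. Libraries were assigned to groups and replicate numbers from their labels, which name the treatment and the number. The metabolomic, Seahorse and qPCR measurements and the sorted lung macrophages of the paper were not analysed here. The authors checked the reads with FastQC, trimmed them with AfterQC, aligned them to GRCm38 with STAR and counted them on the exons of each gene with featureCounts, and the deposited raw counts are whole reads per gene without normalization. Most low counts are even, so each mate of a pair was taken to be counted on its own. The authors also deposited RPKM values, which are these counts scaled to the length of the exons and to the counted reads of the library, without a factor for composition. Their comparison tables hold log2 fold changes and mean log2 CPM from the authors' edgeR exact test. The p-values and FDR of those tables are the authors' own and were used only to set the calls in them beside the calls made here. Gene symbols that the deposited tables shorten at a hyphen (2397 genes) or hold as a number (26 genes) were restored through the Ensembl identifier, and 53274 of the 53465 identifiers matched the reference names. Coordinates, exons and overlapping genes come from a GENCODE annotation of GRCm38.

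Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with a CPM above 1 in at least 3 libraries were kept, 11950 in all, and normalized by TMM. All 9 libraries entered one edgeR quasi-likelihood fit with a mean per group, and each pair of groups was compared within it, so the groups share one estimate of the spread. Adjusted p-values are Benjamini-Hochberg values over the genes tested, and a gene was called at an FDR of at most 0.05 and a fold change of at least 1.2, or 2 for the genes of Figure 5. Principal components were computed on log2 CPM with a prior count of 2. Genes are named by a fixed rule: those named in the Results text, Table 1 or Figures 2, 4 and 5D, those of the M1, M2 and fibroblast lists, and for each comparison the 5 called genes with the largest increase and the 5 with the largest decrease among genes whose 3 libraries in one group all lie above the 3 of the other and whose mean CPM is at least 1. The values of Table 1 had been seen when this rule was written.

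The 20 gene lists cover nuclear and mitochondrial genes of oxidative phosphorylation, ribosomal proteins, glycolysis, the pentose phosphate pathway, the TCA cycle, inositol phosphates, cholesterol synthesis, pattern recognition receptors, Toll-like receptor signaling, NF-kB signaling and NF-kB targets, TNFR signaling, iNOS signaling, production of NO and reactive oxygen species, HIF1 targets, the cell cycle, M1 and M2 markers and fibroblast markers. They were tested with camera at a correlation of 0.01, and the FDR was taken over all 60 tests.

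The fits were tested on simulated data first, with known changes in 200 genes. Each of these changed by a fold of at least 2 and all other genes were left unchanged. The recovery therefore does not cover changes near the threshold of 1.2, or data in which most genes change. For PH-CM against untreated libraries, 190 of the 195 changed genes among the 11550 simulated genes tested were recovered (97.4%), with 14 false calls. For CO-CM against untreated libraries, 191 of 194 among 11552 were recovered (98.5%), with 9 false calls, and for PH-CM against CO-CM 192 of 199 among 11687 (96.5%), with 4. Libraries held between 62017933 and 84314201 counted reads, so counting error is small for most genes tested and the spread between cultures sets the precision. No pair of libraries of one group differed by as little as sampling noise, since the chi-square per gene was at least 10.61.

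The replicate numbers of the labels are shared by the 3 groups. Deviations from the group means correlated across genes between libraries with the same number in every pair, with r from 0.276 to 0.484, so the numbers were taken to pair the libraries. The paper states that the experiment was repeated 3 times, and neither it nor the labels tie a number to one of these repeats. The fit with the replicate number as a block is an alternative.

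The alternatives were the exact test of edgeR and the Wald test of DESeq2, DESeq2 size factors, upper-quartile factors or library size alone in place of TMM, and other filters on low counts, namely no filter, filterByExpr, more than 1 read in every library and the genes of the authors' deposited tables. Further alternatives were a fit of only the 2 groups compared, the replicate block, offsets corrected for gene length with and without the block, no fold change threshold or a threshold of 2, and each library left out in turn. For the lists, fry, camera with an estimated correlation and 10000 random lists matched on mean expression and length were run, and for the principal components log2 of RPKM plus 1 and scaling to unit variance. Counts divided by 2 and offsets corrected for GC content, with and without the block, were added after seeing the data. Trends on length and GC content were smoothed by lowess with a span of 0.3. IPA was not run. Symbols that Table 1 prints with a wrong character were read as Ackr3, Il1b, Slpi, Slc7a11, Slc36a2 and St3gal6, and a second Ccl12 as Ccl7. Pcaf was not matched to a gene in the files, and the isoform Pkm2 was left out because gene counts do not separate isoforms. A few genes that the paper or the rule names are not reported here, though they are part of the counts.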

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

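The tests of gene length, GC content, library composition and the change of medium for the cell cycle genes were chosen only after the result was seen.

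The list of 50 cell cycle genes stands out in data that the paper reports only in part: it names lower cell cycle genes for CO-CM, and 8 of the 50 genes are in Table 1. Under PH-CM compared with untreated BMDMs, 50 of the 50 genes were called lower and 0 higher, with the same counts adjusted over the list alone (median log2 fold change -3.18, camera FDR 1.68e-73). Under CO-CM 50 were called lower (median log2 fold change -2.52, camera FDR 7.56e-71), and between PH-CM and CO-CM 45 were lower under PH-CM, again with the same counts adjusted over the list alone (median log2 fold change -0.67, camera FDR 4.9e-15). Of the alternatives run on the lists, only camera's estimated correlation lost these 3 calls (FDR 0.218, 0.218 and 0.699), and over the alternatives the FDR ran from 4.51e-104 to 0.218, 6.78e-99 to 0.218 and 5.91e-20 to 0.699. No gene of the list is in another of the lists, and all 50 lay above 1 CPM in every untreated library.

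The tables argue against 3 technical explanations of the decrease under PH-CM. Random lists matched on gene length and mean expression had a median log2 fold change of -0.027, far from that of the list, which goes against gene length. With offsets corrected for GC content and the replicate number as a block, the camera FDR was 1.4e-60, which goes against GC content as the whole cause. A shift in library composition would move with the scaling, but the median of the list was -3.239 with library size alone and -3.15 with upper-quartile factors, 50 of 50 genes were called lower under each of these scalings, with TMM and with DESeq2 size factors, and the median of all genes lay between -0.05 and 0.036.

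What stays open is the medium itself. BMDMs were grown in medium with CSF1, and the treated groups then received fibroblast-conditioned medium with serum while the untreated group was left untreated. The medium of the untreated group in these hours is not given in the sources used here, so an effect of the change of medium and an effect of fibroblast products cannot be told apart for the decrease that both media share. The further decrease of PH-CM against CO-CM, a median of -0.671, lies between libraries that both had conditioned medium, and what sets it was not tested. A response of the macrophages to the fibroblasts of hypertensive calves remains an untested biological hypothesis for that part.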

How the results depend on the processing

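The offsets corrected for GC content, alone and with the block, and the counts divided by 2 were chosen only after the data were seen.

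The numbers of called genes changed little with the test, while the scaling moved the balance of directions. Under CO-CM more genes were called lower than higher, but with upper-quartile factors 3892 were higher and 3015 lower, and with library size alone 2823 and 4000. Under PH-CM the numbers were 3950 and 3609, and 3377 and 4178. Between the media 1265 were higher and 2055 lower under PH-CM with upper-quartile factors, and 1554 and 1696 with library size alone. The exact test called 7616 genes under PH-CM, 6926 under CO-CM and 3408 between the media, and DESeq2 7557, 6847 and 3377. With each library left out in turn the counts ran from 7288 to 7572 under PH-CM, 6454 to 6804 under CO-CM and 2768 to 3386 between the media, from 5509 to 5765 for genes called under both media (5365 to 5626 in the same and 128 to 175 in opposite directions), and from 945 to 1159 for CO-CM only and 1673 to 1999 for PH-CM only. The fold change threshold moved them by its own construction. At a threshold of 2, 2153 genes were called under PH-CM (982 higher, 1171 lower), 1655 under CO-CM (717 higher, 938 lower) and 612 between the media, with 1310 under both (1294 in the same and 16 in opposite directions), 345 under CO-CM only and 843 under PH-CM only. Without the threshold, 280 genes moved in opposite directions. With no filter on low counts, 938 genes differed between the media by a fold change of at least 2 (516 higher, 422 lower), since more genes were tested. Of the PH-CM genes of Table 1, 17 were called where every library had to hold more than 1 read, because that filter removes every gene with at most 1 read in some library.

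The share of the first principal component was 40.7% with no filter, 60.56% with filterByExpr, 78.26% on log2 of RPKM plus 1 and 59.57% with unit variance, where the second held 19.93%. Leaving out 1 library gave 70.46 to 78.25% for the first (lowest without UNX replicate 3, highest without CO-CM replicate 3) and 13.98 to 20.99% for the second (lowest without CO-CM replicate 3, highest without UNX replicate 1). The cause was not tested, except that unit variance weights all genes equally by construction.

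Of the 60 tests of lists, fry called 42 (27 upward and 15 downward), camera with an estimated correlation 0, the matched random lists 33 (22 upward and 11 downward), and camera with 1 library left out between 25 and 31. Fry does not compare a list with the other genes, so its count answers another question than that of camera. The estimated correlation had 4 tests at an unadjusted p under 0.05, against 34 with the preset one. The cause was not tested.

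With the replicate number as a block, edgeR called 7714, 7037 and 3632 genes, 5966 of them under both media, and 31 tests of lists passed. Apart from the results printed with their value under the block, it changed no other call among the genes and lists that the text gives.

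Among the genes named by the rule, the alternatives other than thresholds and left-out libraries kept the side of the threshold in 7160 cases, lost it in 66 and gained a call in 119, while 59 uncalled values changed sign. Leaving out a library gave 4871, 152, 48 and 86. For the lists the numbers were 399 kept, 32 lost, 35 gained and 14 with a changed sign, and 515, 5, 9 and 11 with a library left out. A fold change threshold of 2, or none, kept 999 calls of genes, lost 128 and gained 19. The alternatives added after seeing the data kept 1640 cases for genes, lost 22, gained 40 and changed 17 uncalled signs, and for lists kept 110, gained 6 and changed 4 uncalled signs. No called gene or list changed direction under any alternative run.

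Depth limits the genes with few reads. At least 1 read was counted for 26930 genes, of which 15750 passed filterByExpr, and a fold change against few reads can rest on 1 library. Ackr3, with 2, 0 and 6 reads in untreated libraries, had a log2 fold change under PH-CM of 6.69, which became 7.88 without UNX replicate 3. For Arg2, with 2, 0 and 6 reads, 6.13 became 7.32 without the same library. For Ccl12 under CO-CM, with 0, 0 and 4 reads, -7.85 became -11.40 without CO-CM replicate 3, which leaves 0 reads in the others, so that value is no bound.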

Differences from the paper's values

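No test in this part was chosen after the result was seen, apart from the count of Ndufs genes, the choice of the single genes given relative to Hprt and the alternatives with offsets corrected for GC content or with counts divided by 2.

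For Ctnnd2 in CO-CM against untreated BMDMs, the paper's Table 1 gives a fold change of 36.4 without a minus sign, whereas the value here was -34.25. The signs differ under every alternative set before the data were examined (-41.56 to -30.81).

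The paper's qPCR folds of PH-CM against untreated BMDMs, given with the SEM, differ from the RNA-Seq folds for the 10 genes that passed the filter on low counts. The pairs are the paper's 527.8 (SEM 90.75) for Il1b against 63.97 (51.99 to 72.5), the paper's 22.88 (SEM 1.75) for Tlr2 against 4.98 (4.594 to 5.813), the paper's 6.13 (SEM 0.45) for Tlr4 against 1.282 (1.231 to 1.313) and the paper's 7.33 (SEM 0.7) for Stat3 against 2.189 (2.076 to 2.245), where the values in parentheses are the range over the alternatives. For the other genes they are the paper's 9.49 (SEM 0.97) for Hif1a against 1.912 (1.838 to 1.959), the paper's 4.92 (SEM 0.72) for Myd88 against 1.105 (1.061 to 1.131), the paper's 2.93 (SEM 0.43) for Mtor against 1.023 (0.9647 to 1.043) and the paper's 4.86 (SEM 0.61) for Ccr2 against 1.212 (0.9873 to 1.397). The last pairs are the paper's 4.67 (SEM 0.39) for C5ar1 against 0.6327 (0.6073 to 0.6639) and the paper's 94.09 (SEM 30.76) for Arg1 against 6.288 (4.202 to 10.59). None of the alternatives set before the data were examined brings any of these folds to the paper's value. C5ar1 was lower under PH-CM by RNA-Seq, while the paper's qPCR has it higher. The paper's qPCR is relative to Hprt. Taken relative to Hprt, every RNA-Seq fold is larger by the same 2.99, which by itself puts C5ar1 at 1.89 and says nothing about that gene alone. The folds of Stat3 (6.54), Mtor (3.05) and Ccr2 (3.62) then lay within 2 errors of the paper's, and those of the other 7 genes did not. Of the genes that the paper's Figure 2 shows as increased and that were not called here, Myd88 was called higher with no fold change threshold (0.14 on the log2 scale), and Ccr2 (0.28, edgeR FDR 0.336, over the alternatives 0.0318 to 0.948) only with the replicate block and offsets corrected for GC content (FDR 0.0318), which was chosen after seeing the values and drops 0 of the 7 genes of the paper's qPCR called higher here. Without PH-CM replicate 2, Ccr2 was at -0.02. No alternative called Mtor. Arg1 was called higher (2.65, edgeR FDR 0.0116, over the alternatives 1.98e-07 to 0.0504) but not without PH-CM replicate 2 (2.07, FDR 0.0504), and its log2 fold change was 3.40 without UNX replicate 2. Il6 lay below the filter.

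In Figure 1A, read by eye, the first component holds about 59% and the second about 20%. Unit-variance scaling gave 59.57% and 19.93%, against 74.4% and 17.1% here without it.

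Of the genes of Table 1, Bex1, Mefv, Dnah2, Ambp, Gm26902 and Lipg were not tested here because they lay below the filter. They were called in the direction of the paper with no filter, with filterByExpr and over the genes of the authors' tables, and Dnah2 also with more than 1 read in every library. The folds with no filter were Mefv 45.2 and the paper's 45.4, Dnah2 18.8 and the paper's 18.7, Ambp -35.5 and the paper's -38.9 and Lipg -27.1 and the paper's -28.9. Mefv had 2, 6 and 0 reads in untreated libraries, and Ambp 2, 2 and 0 in CO-CM libraries, so their folds are poorly fixed. Lipg had 0, 6 and 0 reads in CO-CM libraries, all in replicate 2, so its fold rests on that library. For Bex1, with 0, 0 and 1 reads in untreated libraries, and Gm26902, with 2, 0 and 0 reads in CO-CM libraries, the reads are too few for a fold.

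The paper states that Slc16a10, Mdh and Ndufs rose under PH-CM. Slc16a10 was called lower (-0.53 on the log2 scale, edgeR FDR 2.83e-05), and so were Mdh1 (-0.51, edgeR FDR 2.15e-05) and Mdh2 (-0.59, edgeR FDR 3.46e-06), under each alternative except a fold change threshold of 2. Of 8 Ndufs genes tested, 2 were called lower and 0 higher by edgeR's quasi-likelihood test, also with DESeq2 size factors, upper-quartile factors and library size alone (median log2 fold change -0.15, or -0.16, -0.13 and -0.21). In Figure 4 the paper colours Slc16a10 and the Mdh genes as decreased, and H6pd, which the same sentence names, was higher here (0.61, edgeR FDR 5.32e-06).

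Figure 4 shows Cdk5 as increased, and Bax (overlapping Gm45808) and Ndufb11 (overlapping Rbm10) as decreased. Of the coloured genes, 11 of 12 increased and 10 of 13 decreased ones were called that way. Cdk5 was at 0.26 (edgeR FDR 0.00133, over the alternatives 5.99e-05 to 0.0109) and was called with no fold change threshold, upper-quartile factors (0.29), offsets corrected for gene length alone or with the replicate block (0.29 and 0.29), without UNX replicate 2 (0.29) and without PH-CM replicate 2 (0.29). Bax (-0.10, edgeR FDR 0.0751, over the alternatives 0.000206 to 0.229) and Ndufb11 (-0.05, edgeR FDR 0.464, over the alternatives 0.0712 to 0.85) were not called under any alternative, and Ndufb11 was at 0.03 with offsets corrected for gene length.

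Figure 5D shows Slc16a3 among the genes increased under PH-CM against CO-CM. Its log2 fold change was 1.15 (edgeR FDR 0.0505, over the alternatives 1.08e-05 to 0.16), and it was called with the exact test (FDR 0.0172), DESeq2 (0.0479), library size alone (0.0423), no filter (2.19e-05), more than 1 read in every library (0.0493), only the 2 groups compared (0.0311) and the replicate block alone or with length (1.08e-05 and 1.47e-05). It was also called without UNX replicate 1 (0.0252), UNX replicate 2 (0.0404), CO-CM replicate 2 (0.0333) or PH-CM replicate 1 (0.0455), and with the alternatives chosen after seeing the values, namely counts divided by 2 (0.0489) and offsets corrected for GC content alone or with the block (0.0491 and 1.3e-05). The other 50 of the 51 genes tested that Figure 5D shows as increased were called, and each alternative chosen after seeing the values drops 0 of them.

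By qPCR the paper has Slc2a1 (Glut1), Hk2, Ldha, Ass1 and Asl higher under PH-CM than in untreated BMDMs. By RNA-Seq, Asl (0.40, edgeR FDR 0.000476) and Hk2 (0.44, edgeR FDR 0.0258, over the alternatives 9.78e-07 to 0.119) were called higher, Hk2 not without UNX replicate 1 (0.31, FDR 0.0923), UNX replicate 3 (FDR 0.075) or PH-CM replicate 2 (FDR 0.119). Slc2a1, which overlaps Gm12868 (-0.20, edgeR FDR 0.573), and Ldha (0.21, edgeR FDR 0.511) were not. Both changes lay under the fold change threshold, so neither could be called at any FDR. These FDR come from the fit without the replicate block and include the spread between replicate numbers. Within each replicate number, normalized Ldha was higher and Slc2a1 lower under PH-CM than in untreated BMDMs. Ass1 was at 0.32 (edgeR FDR 0.0588, over the alternatives 0.0269 to 0.208) and was called with the exact test (FDR 0.0472), upper-quartile factors (0.0418), the replicate block (0.0459), offsets corrected for gene length alone or with the block (0.0479 and 0.0323), without UNX replicate 1 (0.0269) and without PH-CM replicate 2 (0.0345). None of the alternatives called Slc2a1, which was at 0.03 without UNX replicate 2, or Ldha. Relative to Hprt, which was chosen after seeing the values and drops none of the genes called higher because it raises all genes by the same factor, the log2 fold changes of Slc2a1, Ldha and Ass1 were 1.38, 1.78 and 1.89.

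The paper also has Ctbp1 higher under PH-CM by qPCR. Here its log2 fold change was -0.22 (edgeR FDR 0.000447, over the alternatives 1.47e-07 to 0.00277), below the fold change threshold, and it was called lower with no threshold, library size alone (-0.28), no filter (-0.27) and, chosen after seeing the values, offsets corrected for GC content (-0.31) alone or with the block. No alternative called it higher, and relative to Hprt, chosen after seeing the values, it was at 1.35, moved by the same factor as every gene.

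By IPA the paper has glycolysis, inositol phosphate metabolism and pattern recognition receptors decreased under CO-CM, and TNFR signaling increased and oxidative phosphorylation decreased under PH-CM. The lists here are not those of IPA. The paper also ran IPA only on genes regulated by CO-CM or PH-CM alone, or in opposite directions by them. Camera instead ranked all 11950 genes tested, so it does not repeat the paper's test. It passed none of these. Glycolysis under CO-CM was lower against matched random lists (FDR 0.0389, over the alternatives 0.0389 to 0.978). Inositol phosphates under CO-CM passed upward with fry (FDR 0.0244, over the alternatives 0.0244 to 0.805), and pattern recognition receptors (median log2 fold change -0.01) passed with no alternative. TNFR signaling was higher with fry (FDR 0.000402, over the alternatives 0.000402 to 0.764), without UNX replicate 1 (0.0273) and, chosen after seeing the values, with the replicate block and offsets corrected for GC content (0.0453). Nuclear genes of oxidative phosphorylation were lower with fry (FDR 0.00349, over the alternatives 0.00349 to 0.885), library size alone (0.0321), the replicate block (0.0491), without UNX replicate 1 (0.0402) or PH-CM replicate 3 (0.0393) and, chosen after seeing the values, with the block and offsets corrected for GC content (0.0365), which dropped none of the lists for Toll-like receptor, iNOS and NF-kB signaling and production of NO and reactive oxygen species that camera called higher under PH-CM as in the paper. The paper has lower lipid metabolism under CO-CM, but its Supplemental Table 3 lists no cholesterol pathway there. Cholesterol synthesis was lower here by camera under CO-CM and also under PH-CM (median log2 fold change -0.75, camera FDR 0.0164). It is therefore no test of that statement.

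The paper has M1 and M2 markers both increased under PH-CM. On the lists here, which are not the paper's, 6 M1 markers were called higher and 4 lower than in untreated BMDMs, and 3 M2 markers higher and 6 lower. Neither list passed with camera, and with fry M1 markers passed upward (FDR 0.00459, over the alternatives 0.00459 to 0.805) and M2 markers downward (FDR 0.00352, over the alternatives 0.00352 to 0.826). Against CO-CM both lists ranked higher under PH-CM (camera FDR 0.0014 and 0.0123).

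The authors' deposited table of each comparison lists 12192 genes, and the paper's number of genes that met its quality standards is 12191, against 11950 that passed the filter here. In Table 1, the p-values printed for Ambp and Aunip have a point where the exponent would have its minus sign, so they were not read as numbers.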

Other observations

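The tests of the change of medium, of Hprt as part of the difference from qPCR, of length, GC content and pseudogenes for the ribosomal protein genes alone and of the small rises of fibroblast genes were chosen only after the result was seen, as were the count of the lowest replicates, the offsets corrected for GC content and the counts divided by 2.

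Ribosomal protein genes were lower under PH-CM. The paper's text does not name these genes, and its Supplemental Table 3 lists EIF2 signaling with a negative z-score under PH-CM, without the genes behind it. Of 83 genes, 74 were called lower and 0 higher than in untreated BMDMs by edgeR, also adjusted over the list alone (median log2 fold change -0.56, camera FDR 1.24e-07), and between PH-CM and CO-CM 65 were lower and 0 higher (67 and 0 adjusted over the list alone; median log2 fold change -0.35, camera FDR 9.72e-14). Both calls held with every alternative except camera's estimated correlation (FDR 0.805 and 0.764; over the alternatives 7.09e-11 to 0.805 and 1.79e-20 to 0.764). Under CO-CM 30 were lower and 1 higher (29 and 1 adjusted over the list alone), and the list did not pass (median log2 fold change -0.20, camera FDR 0.07, over the alternatives 0.0095 to 0.932), although it did with fry (0.031), matched random lists (0.0095), library size alone (0.0147), the replicate block (0.0281), offsets corrected for gene length (0.0362) or GC content (0.0383), each of these with the block (0.0246 and 0.0181), and without CO-CM replicate 2 (0.0381) or CO-CM replicate 3 (0.0234). With upper-quartile factors 14 were called lower under CO-CM, with DESeq2 size factors 25 and with library size alone 41, while the medians kept their sign under each scaling. No gene is in another list, and 82 lay above 1 CPM in every untreated library. For the decrease under PH-CM, random lists matched on length and expression had a median of -0.103, which goes against gene length, and with offsets corrected for GC content and the block the camera FDR was 7.09e-11, which goes against GC content as the whole cause. Reads that moved to pseudogenes would raise them, but the 30 ribosomal protein pseudogenes tested had a median log2 fold change of -0.621, with 23 called lower and 0 higher. An effect of the change of medium stays open for the part that both media share, and a response to PH-CM is an untested hypothesis.

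For the nuclear genes of oxidative phosphorylation, the decrease under PH-CM compared with untreated BMDMs did not pass with camera. For that decrease, gene length and GC content cannot be told apart from an effect of the medium. The median of the list lay at percentile 3.32 of random lists matched on length and expression (FDR 0.102), the camera FDR was 0.216 with offsets corrected for gene length, and 0.0365 with offsets corrected for GC content and the block, so the list lies near the threshold on either side. Between PH-CM and CO-CM, where camera passed the list, it also passed against matched random lists (FDR 0.000667). It passed as well with offsets corrected for gene length (camera FDR 0.0235) or GC content (0.000358). These values argue against length or GC content as the whole cause of that difference. Camera's estimated correlation lost the call (FDR 0.805). Of the 78 genes of the list, 4 are in another list.

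The fibroblast list was included to look for reads from the bovine fibroblasts that conditioned the medium. Of 16 genes, 15 lay above 1 CPM in every untreated library, so reads on these genes are present without conditioned medium, and none is in another list. Under PH-CM 11 were called higher and 0 lower, also adjusted over the list alone (median log2 fold change 0.55, camera FDR 0.07, over the alternatives 0.00352 to 0.805). The list passed with fry (0.00352), matched random lists (0.0171), the replicate block alone (0.0315) or with length or GC content (0.0363 and 0.0427), and without UNX replicate 3 (0.0239) or CO-CM replicate 2 (0.0428). Under CO-CM 8 were higher and 0 lower (median log2 fold change 0.35, camera FDR 0.198; fry FDR 0.0365, over the alternatives 0.0365 to 0.826), and between the media 6 were higher and 1 lower (median log2 fold change 0.28, camera FDR 0.163; FDR 0.00545 against matched random lists, over the alternatives 0.00545 to 0.805), with the same counts adjusted over the list alone in both comparisons. The most abundant genes of the list, Col1a1 and Col1a2, went from 114.6 to 147.9 and from 75.8 to 104.1 CPM under PH-CM. The increase of Col1a1, 33.3 CPM, was the largest of the list, and 874 of the 3746 genes called higher under PH-CM rose by more. If reads from fibroblasts brought the genes of this list most, they could not be the source of those 874 larger rises. The profile of the bovine fibroblasts was not measured, so the test cannot exclude such reads for called genes outside the list. The paper states that debris was spun out of the conditioned medium, which was then frozen before use. For the small rises of the 11 fibroblast genes themselves, the source stays open. Reads from the bovine fibroblasts, expression by the macrophages and expression by other mouse cells in the culture cannot be told apart. Gene counts on the mouse genome show neither the species nor the cell type of a read.

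The lists for the pentose phosphate pathway, glycolysis and inositol phosphates did not stand apart with camera. The pentose phosphate pathway, 8 genes, had 3 called higher and 2 lower under PH-CM, with a median of -0.19, a mean of 0.04 and an upward camera rank (camera FDR 0.813). With library size alone 2 were higher and 4 lower. Under CO-CM 3 were higher and 2 lower (median log2 fold change 0.05, camera FDR 0.61), or 2 and 3 with library size alone (median -0.02), and between the media 1 was higher and 1 lower (median log2 fold change -0.03, camera FDR 0.826), or 1 and 0 with library size alone. Between PH-CM and CO-CM, glycolysis had 2 genes higher and 1 lower (1 and 1 adjusted over the list alone and with upper-quartile factors; median log2 fold change 0.16, camera FDR 0.447), and passed against matched random lists (FDR 0.0267, over the alternatives 0.0267 to 0.976). Inositol phosphates had 12 higher and 4 lower (median log2 fold change 0.03, camera FDR 0.393), or 10 and 6 with upper-quartile factors, where the median fell to -0.004, and passed only with fry (FDR 0.0311, over the alternatives 0.0311 to 0.865). These counts were the same adjusted over the list alone, except for glycolysis.

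The replicate with the lowest value is shared across groups more often for glycolysis than for other genes. In 18 of the 19 genes of the glycolysis list (94.7%), replicate 1 had the lowest CPM in every group. The same replicate was lowest in every group for 4149 of the 11950 genes tested (34.7%), with replicate 1 for 1967, replicate 2 for 1144 and replicate 3 for 1038. The paper states that the experiment was repeated 3 times without tying a replicate number to a repeat, and no explanation was tested.

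The responses to the media share the untreated libraries. The log2 fold changes under PH-CM and CO-CM correlated across genes with r = 0.838, where genes are not independent replicates. Over 20 simulations of unchanged groups against shared controls r reached at most 0.5421, so the shared libraries alone are excluded as the source of the overlap. Of the 5599 genes called in the same direction under both media, 4106 were not called between PH-CM and CO-CM. For these genes, the change of medium and fibroblast products that both media hold cannot be told apart, since the medium of the untreated group during the treatment is not given in the sources used here.

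Some genes named by the rule moved in opposite directions. Plxdc2 was lower under PH-CM (-1.05, edgeR FDR 0.00042) and higher under CO-CM (1.64, edgeR FDR 1.04e-05), and so were Hpgd (-1.08 and 1.18, edgeR FDR 1.63e-05 and 6.43e-06) and Cd24a (-1.45 and 0.55, edgeR FDR 3.05e-07 and 0.000373). Leaving out any 1 library changed none of these calls. Bex1, which Table 1 lists under PH-CM and which lay below the filter, had 0, 0 and 1 reads in untreated, 39, 79 and 108 in CO-CM and 10, 18 and 27 in PH-CM libraries, so it was higher under CO-CM than under PH-CM. No explanation was tested for these genes.

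The paper's qPCR folds exceed the RNA-Seq folds in 10 of the 10 genes compared, with a median ratio of 4.69. The paper normalized the qPCR to Hprt, and Hprt fell by RNA-Seq, from 158 ± 3.59 CPM in untreated to 97.0 ± 5.68 in CO-CM and 52.9 ± 2.10 in PH-CM libraries (SD, n = 3 each), a log2 fold change of -1.58 under PH-CM (edgeR FDR 2.64e-09) and -0.70 under CO-CM (edgeR FDR 9.31e-07). Over the alternatives the value under PH-CM ran from -1.64 to -1.52. Taken relative to Hprt, the RNA-Seq folds were 191 for Il1b, 14.9 for Tlr2, 3.83 for Tlr4, 6.54 for Stat3, 5.71 for Hif1a, 3.30 for Myd88, 3.05 for Mtor, 3.62 for Ccr2, 1.89 for C5ar1 and 18.8 for Arg1, and the median ratio was 1.57. This raises every fold by the same 2.99, and each qPCR fold was at least 2.86 times the RNA-Seq fold, so all 10 had to come nearer to the paper's values. Lower Hprt as part of the difference therefore cannot be told apart from other causes. As the whole of it, lower Hprt is excluded, since only 3 of the 10 genes came within 2 errors of the qPCR fold. The paper states that the results with 18S as another reference were very similar, and the legend of Supplemental Figure 4 states that the absolute folds vary and the trends do not. 18S was not analysed here.

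Counting each mate of a pair on its own did not set the number of calls. With counts divided by 2, edgeR called 7539 genes under PH-CM, against 7534.

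Other splits of the libraries cannot exclude chance, because 6 libraries allow 10 splits and the share is never under 0.1. In each of the 3 comparisons, 1 split of the 10, the real one, gave as many called genes in an edgeR fit of the 2 groups (7527 for PH-CM, 6736 for CO-CM and 3259 between the media, with 9084, 8321 and 5552 genes at an unadjusted p under 0.05). The other 9 gave 0 called genes, with 6 to 90, 5 to 196 and 18 to 475 genes at an unadjusted p under 0.05, and no other tool was run on them. Of these, 3 part the libraries of all 3 replicate numbers as the real split does (6 to 17, 5 to 13 and 18 to 44 genes), while the other 6 part only 1 number.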
